# Thrombospondin-I is a critical modulator in non-alcoholic steatohepatitis (NASH)

**DOI:** 10.1371/journal.pone.0226854

**Published:** 2019-12-31

**Authors:** Jessica Min-DeBartolo, Franklin Schlerman, Sandeep Akare, Ju Wang, James McMahon, Yutian Zhan, Jameel Syed, Wen He, Baohong Zhang, Robert V. Martinez

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is a progressive liver disease characterized by dysregulated lipid metabolism and chronic inflammation ultimately resulting in fibrosis. Untreated, NAFLD may progress to non-alcoholic steatohepatitis (NASH), cirrhosis and death. However, currently there are no FDA approved therapies that treat NAFLD/NASH. Thrombospondin-I (TSP-1) is a large glycoprotein in the extracellular matrix that regulates numerous cellular pathways including transforming growth factor beta 1 (TGF-β1) activation, angiogenesis, inflammation and cellular adhesion. Increased expression of TSP-1 has been reported in various liver diseases; however, its role in NAFLD/NASH is not well understood. We first examined TSP-1 modulation in hepatic stellate cell activation, a critical initiating step in hepatic fibrosis. Knockdown or inhibition of TSP-1 attenuated HSC activation measured by alpha smooth muscle actin (α-SMA) and Collagen I expression. To investigate the impact of TSP-1 modulation in context of NAFLD/NASH, we examined the effect of TSP-1 deficiency in the choline deficient L-amino acid defined high fat diet (CDAHFD) model of NASH in mice by assessing total body and liver weight, serum liver enzyme levels, serum lipid levels, liver steatosis, liver fibrosis and liver gene expression in wild type (WT) and TSP-1 null mice. CDAHFD fed mice, regardless of genotype, developed phenotypes of NASH, including significant increase in liver weight and liver enzymes, steatosis and fibrosis. However, in comparison to WT, CDAHFD-fed TSP-1 deficient mice were protected against numerous NASH phenotypes. TSP-1 null mice exhibited a decrease in serum lipid levels, inflammation markers and hepatic fibrosis. RNA-seq based transcriptomic profiles from the liver of CDAHFD fed mice determined that both WT and TSP-1 null mice exhibited similar gene expression signatures following CDAHFD, similar to biophysical and histological assessment comparison. Comparison of transcriptomic profiles based on genotype suggested that peroxisome proliferator activated receptor alpha (PPARα) pathway and amino acid metabolism pathways are differentially expressed in TSP-1 null mice. Activation of PPARα pathway was supported by observed decrease in serum lipid levels. Our findings provide important insights into the role of TSP-1 in context of NAFLD/NASH and TSP-1 may be a target of interest to develop anti-fibrotic therapeutics for NAFLD/NASH.

## Introduction

Liver fibrosis is a major cause of mortality worldwide [1]. It could also be a pathological manifestation of various disorders such as metabolic imbalance, viral or parasitic infection and exposure to toxins such as excess alcohol [2]. A prolonged state of inflammation and fibrosis without proper injury resolution in the liver may ultimately lead to cirrhosis, hepatic carcinoma and death. Regression of hepatic fibrosis has been observed after elimination of the etiological source—for example anti-viral therapy in viral hepatitis [3]; however, currently there are no therapies targeting fibrosis directly that treat hepatic fibrosis with undetermined etiologies such as non-alcoholic steatohepatitis (NASH).

Non-alcoholic fatty liver disease (NAFLD) is a chronic liver disease with pathological presence of hepatic steatosis without established cause of hepatic fat accumulation such as alcohol and genetic disorders [4]. NAFLD is a growing health concern in the developed world; prevalence is estimated to be 30% of the population in the United States, with 70–90% of obese and diabetic affected individuals [5–7]. NAFLD also has numerous other co-morbidities such as insulin resistance, type II diabetes, and cardiovascular diseases that increase its clinical significance. NAFLD-related liver cirrhosis is projected to be the leading cause of liver transplantation in the United States by 2020 [6]. NAFLD is often asymptomatic; early detection remains a challenge due to limitation in diagnostic approaches which at present are time consuming and invasive. Therefore diagnosis of NAFLD is often made after significant advancement of diseases such as development of steatohepatitis, fibrosis, and cirrhosis and/or hepatocellular carcinoma. A better understanding of the mechanism behind progression of NAFLD is needed to develop successful therapies for NAFLD.

In development of fibrosis, myofibroblasts are key effector cells that generate the excess extracellular matrix (ECM) in scar tissue. Myofibroblasts are pro-proliferative contractile cells that are characterized by expression of alpha smooth muscle actin (α-SMA) and production of collagen that aids in closing of the wound during the wound healing process. Activated hepatic stellate cells (HSCs) are the primary contributor of the pathogenic ECM production in hepatic fibrosis. Therefore, activation of HSC is a key step in fibrosis. Indeed, depletion of HSCs in murine models has shown remarkable attenuation of both hepatic fibrosis and reduced liver injury and inflammation, suggesting that activated HSCs play an additional role as amplifier of injury in addition to fibrogenesis [8]. Therefore attenuation of HSC activation may be a key pathway in developing novel anti-fibrotic therapeutics.

Thrombospondin I (TSP-1, THBS1) is a large secreted matricellular protein that interacts with a variety of ligands, including receptors, growth factors, proteases, cytokines and structural components of the extracellular matrix [9]. One of its well-known functions is regulating pro-fibrotic cytokine TGF-β1 activity. Specifically, short linear peptide sequence Lys-Arg-Phe-Lys (KRFK) in TSP-1 binds to Leu-Ser-Lys-Leu (LSKL) motif in the latent associated peptide (LAP) of TGF-β1, resulting in disengagement of LAP from TGF-β1 for consequent TGF-β1 activation [10, 11]. TSP-1 null mice display similar but less extreme pheontypes of TGF-β1 deficiency, including multiple organ inflammation and epithelial hyperplasia [12].

In addition to TGF-β1 activation, TSP-1 is also important in numerous cellular functions such as angiogenesis, inflammation, cellular adhesion, migration and growth. TSP-1 interacts with a variety of proteins, including its receptors CD36, CD47 and other proteins of the extracellular matrix—including matrix metalloproteinases and integrins—to fulfill its many functions in the cell in a context-dependent nature. TSP-1 also plays a critical role in ECM homeostasis by directly impacting collagen fibril formation by interacting with collagen, lysyl oxidase precursors and collagen cross linking sites [13].

TSP-1 expression is increased in various human fibrotic diseases. In the liver, the TSP-1 gene THBS1 is a typical signature of cirrhosis resulting from alcoholic fibrosis, non-alcoholic steatohepatitis (NASH) and congenital hepatic fibrosis [14, 15]. Similar gene expression results are also observed in mouse models of liver diseases including diet induced cholestatic hepatic injury via 3, 5-diethoxycarbonyl-1, 4-dihydrocollidine (DDC) administration and hepatotoxic post-necrotic liver fibrosis by carbon tetrachloride (CCl_4_) [14]. A competitive antagonist peptide (LSKL) targets TSP-1’s interaction site with latent TGF-β1 and also attenuates fibrosis in a mouse model of toxin induced liver fibrosis [16] and subarachnoid fibrosis [17]. TSP-1 deficiency in mice has also been observed to be protective against fibrosis in numerous organs such as high fat diet induced muscle [18] and renal fibrosis [19]. LSKL peptide administration immediately after injury also accelerated liver regeneration in mice following partial hepatectomy, suggesting that TSP-1-mediated activation of TGF-β1 also plays a role in not only fibrosis but also liver regeneration [20].

In addition to being highly expressed in fibrotic tissues, TSP-1 is also highly expressed in adipose tissues in rodent models of obesity and in obese human patients [21, 22]. TSP-1 expression in visceral adipose tissue was strongly associated with obesity, insulin resistance and inflammation in human obese patients [22]. In a mouse model of high fat diet induced obesity, TSP-1 also regulated adiposity and metabolic dysfunction by enhancing adipose inflammation and adipocyte proliferation [23]. TSP-1 has been implicated in numerous manifestation of organ dysfunction in diabetes and obesity, such as diabetic cardiomyopathy, diabetic nephropathy and β- cell function in the pancreas [12, 24, 25].

Due to its role in fibrosis and metabolic dysregulation associated with obesity and diabetes, we hypothesized that TSP-1 may be an important modulator in NAFLD/NASH. One of the methods that closely replicate human NASH phenotype is choline deficient L-amino acid defined diet (CDAHFD). The diet is high in fat (60kcal%fat) with limited amount of methionine (0.1%) and lacks choline. Methionine and choline are necessary for hepatic secretion of triglycerides as VLDLs. In addition to a high fat diet, limiting methione or eliminating choline results in impaired lipid export from the liver, which results in progressive development of hepatocellular steatosis, hepatocyte death, inflammation, oxidative stress and fibrosis, similar to typical disease manifestation and progression in human NASH [26].

Here, we report hepato-protective effect of TSP-1 modulation in primary human hepatic stellate cells *in vitro* and in an *in vivo* model of NASH in mice. TSP-1 modulation by knockdown or inhibition attenuated HSC activation measured by α-SMA and Collagen I expression in primary hepatic stellate cells. TSP-1 deficient mice in the choline deficient L-amino acid defined high fat diet (CDAHFD) model of NASH exhibited protection against numerous NASH phenotypic features including decrease in serum lipid levels, inflammation markers and fibrosis compared to WT. Comparison of transcriptomic profiles of TSP-1 null and WT animals suggested that amino acid metabolism, PPARα and fatty acid metabolism pathways are differentially expressed in TSP-1 null mice, suggesting that these pathways may be important in TSP-1 mediated modulation of NAFLD mediated hepatic fibrosis. These findings provide important insight into the role of TSP-1 in context of NAFLD/NASH that may ultimately lead to identification of future anti-fibrotic therapeutics against NAFLD.

## Materials and methods

### Cell culture

Primary human hepatic stellate cells (HSCs) were purchased (Sciencell, Carlsbad, CA) and cultured with Stellate Cell Medium (Sciencell, Carlsbad, CA) in Collagen I coated flasks (Corning, Corning, NY) at 37° C in a humidified atmosphere containing 5% CO_2_. All experiments were performed with cells with passage number less than 8.

### Adenoviral transduction of primary human hepatic stellate cells

HSCs were seeded into collagen coated 96-well plate (Corning, Corning, NY) at density of 10,000 cells/well in stellate cell medium (Sciencell, Carlsbad, CA), incubated for 24 hours then transduced with adenoviral vector containing shRNA against THBS1 (Vector Biolabs, Malvern, PA). Media was aspirated after 24 hours then replaced with fresh media. All experiments were conducted 48 hours after transduction.

### Animals

All procedures involving animals were reviewed and approved by the Pfizer Institutional Animal Care and Use Committee. C57BL/6J and TSP-1 knockout male mice of 5 weeks of age were purchased (The Jackson Laboratory, Bar Harbor, Maine) and were acclimated for 1 week before initiating the diet. Animals were housed and acclimated under 12 hour light-dark cycles with free access to water. At day 0, C57BL/6J mice (The Jackson Laboratory, Bar Harbor, ME) or TSP-1 Knockout mice (The Jackson Laboratory, Bar Harbor, ME, Stock #006141) were provided with either control chow (Research Diets Inc., New Brunswick, NJ, Cat# A08051501) or CDAHFD chow (Choline deficient L-amino acid-defined high fat diet, Research Diets Inc., New Brunswick, NJ, Cat# A06071309) with 10–15 mice were assigned per cohort (Table 1). Bodyweights were measured every 2 weeks. After 12 weeks all groups were sacrificed by CO2 asphyxiation. Serum was collected for liver enzymes and lipid level measurements. Whole livers were weighed and divided into three sections: left lateral lobe (LLL), right lateral lobe (RLL) and right medial lobe (RML). Tissue sections were immersion in 10% neutral buffered formalin fixed for paraffin embedding and slide preparation or snap-frozen in liquid nitrogen for RNA extraction.

**Table 1:** Genes and TaqMan assay IDs.

Gene Symbol	Assay ID
Tgfb	Mm01178820
Tnfa	Mm00443258
Col1a1	Mm00801666
Col3a1	Mm01254476
Gapdh	Mm99999915

### Tissue collection, slide preparation and staining

At necropsy, one section each of LLL, RLL and RML from whole liver was taken and placed into a tissue cassette in 10% neutral buffered formalin for 48 hours and then switched to 70% ethanol until embedded in paraffin. Paraffin-embedded sections were cut and stained with Picrosirius red (PSR) or Hematoxylin and Eosin (H&E) for microscopic assessment by a board-certified veterinary pathologist. PSR stained slides were scanned using a Leica AT2 scanner (Leica Biosystems Inc.). Definiens Tissue Studio image analysis software (Definiens AG, Munich, Germany) was used to measure PSR staining, the areas of PSR staining was extracted from whole slide images of the liver, and the results were exported as the area percentage of PSR staining in whole slide images.

### RNA extraction from liver tissues for RNA-Seq and relative qRT-PCR

RNA extraction from right lateral lobe of the liver was performed with TRIzol (Thermo Fisher Scientific, Waltham, MA) after homogenization with Omni TH tissue homogenizer (Omni International, Kennesaw, GA). Right lateral lobe was chosen because frozen RLL sections were consistently available for RNA extraction across all groups. The quality of the isolated RNA was assessed using Qubit Fluorimeter Qubit 2.0 fluorimeter (Thermo Fisher Scientific, Waltham, MA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), respectively.

### cDNA library construction and sequencing

1 ug of RNA was used for cDNA library construction at Novogene using a NEBNext Ultra Directional RNA library Prep Kit for Illumina (New England Biolab, Ipswich, MA, Cat# E7420S) according to the manufacture’s protocol. Briefly, mRNA was enriched using oligo (dt) beads followed by two rounds of purification and fragmented randomly by adding fragmentation buffer. The first strand cDNA was synthesized using random hexamers primer, after which as custom second-strand synthesis buffer (Illumina), dNTPs, RNase H and DNA polymerase I were added to generate the second-strand (ds cDNA). After a series of terminal repair, poly-adenylation, and sequencing adaptor ligation, the double-stranded cDNA library was completed following size selection and PCR enrichment. The resulting 250–350 bp insert libraries were quantified using a Qubit 2.0 fluorimeter (Thermo Fisher Scientific, Waltham, MA, USA) and quantitative PCR. Size distribution was analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Qualified libraries were sequenced on an Illumina HiSeq 4000 Platform (Illumina, San Diego, CA, USA) using a paired-end 150 run (2x150 bases). 20M raw reads were generated from each library.

### Pathway enrichment analysis

Illumina HiSeq 4000 sequenced gene profiling were processed and analyzed using QuickRNASeq as described previously [27]. RNA-seq data were deposited in the Gene Expression Omnibus with the accession number GSE120977. The mapped reads were cut off at reads per kilobase per million reads (RPKM) >0.5. LIMMA R package was used in differentially expression analysis [28]. Differentially expressed genes (DEG) were identified with false discovery rate (FDR) <0.05 and log_2_FC >0.58 (1.5 fold change) for enrichment and comparison analysis of biological process ontology, differentially expressed genes were analyzed and visualized in Jomics (http://jomics.org).

### Relative qRT-PCR

10 ng of RNA extracted from liver tissue was used for reverse transcription and hybridization reaction was performed using One step RNA-to-Ct (Thermo Fisher Scientific, Waltham, MA) kit and TaqMan gene expression Assays primers (Thermo Fisher Scientific, Waltham, MA) on ViiA7 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA) according to manufacturer’s instructions. The list of primers used for the quantitative RT-PCR is listed in Table 1. All values were normalized to GAPDH/Gapdh. All HSC samples were run in three biological replicates with three technical replicates per experiment. All mouse samples were run in 5 biological replicates with two technical replicates per experiment. Fold changes were calculated using 2^-ΔΔCt^ method. The calculated threshold values were determined by maximum curvature and ΔCt was calculated as Ct^control^-Ct^sample^.

### Protein extraction and Western Blot

Cells were washed twice in cold PBS-CMF (Thermo Fisher Scientific, Waltham, MA) then lysed in 1x cell lysis buffer (Cell Signaling Technology, Danvers, MA) supplemented with Complete Protease inhibitor (Roche, Basel, Switzerland). Lysate was agitated for 30 minutes on ice then centrifuged for 15 minutes at 4° C. Lysate supernatant was collected after centrifugation and total protein was measured using BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA). 30 ug of total protein was loaded onto NuPAGE 4–12% Bis-Tris Protein gel (Thermo Fisher Scientific, Waltham, MA) using 1x MES gel running buffer (Thermo Fisher Scientific, Waltham, MA). Post electrophoresis, the gel was blotted onto nitrocellulose membrane using iBlot 2 Gel transfer device (Thermo Fisher Scientific, Waltham, MA) and iBlot2 transfer stacks (Thermo Fisher Scientific, Waltham, MA). The membrane was blocked for an hour in Li-Cor Blocking Buffer–TBS (Li-Cor Biosciences, Lincoln, Nebraska) and incubated overnight at 4 C in primary antibody diluted 1:1000 in blocking buffer (anti-human THBS1 Cat# 37879, GAPDH Cat#5174 were both from Cell Signaling Technology, Danvers, MA). After overnight incubation, the membrane was washed 3 times with 5 minutes of agitation using TBS supplemented with 0.1% Tween20 (Sigma Aldrich, Saint Louis, MO). The washed membranes were incubated at room temperature for an hour with secondary antibody (Li-COR IRDye 800 CW goat anti-rabbit IgG, Licor Biosciences, Lincoln, Nebraska, Cat# 925–32211) at 1:15,000 dilutions with blocking buffer. After incubation, the membranes were washed 3 times using TBS supplemented with 0.1% Tween20 (Sigma Aldrich, Saint Louis, MO) and final wash was with PBS-CMF (Thermo Fisher Scientific). Stained and washed membrane was read on Li-Cor Odyssey CLx imaging system (Li-Cor Biosciences, Lincoln, Nebraska). Densitometries of the blots were quantitated using Li-Cor software.

### Immunofluorescence

HSCs were seeded overnight in Viewplate Collagen I coated 96 well plates (Perkin Elmer, Waltham, MA) with Stellate Cell Media (Sciencell, Carlsbad, CA). Following day, HSCs were serum starved in stellate cell media supplemented with 0.3% FBS (Sciencell, Carlsbad, CA) overnight followed by TGF-β1 (R&D Systems, Minneapolis, MN) treatment for 48 hours. For peptide inhibition experiments, HSCs were treated with peptides 1.5 hours prior then treated with TGF-β1. After 48 hours, HSCs were fixed using ice-cold solution made of 50% acetone (Sigma- Aldrich, Saint Louis, MO) and 50% methanol (Sigma- Aldrich, Saint Louis, MO). The cells were blocked with PBS-CMF supplemented with 5% goat serum (Thermo Fisher Scientific, Waltham, MA) and 0.5% Triton-X (Sigma- Aldrich, Saint Louis, MO) for 30 minutes. Following blocking the cells were stained with primary (α-SMA: Sigma Aldrich, Saint Louis, MO, Cat# A5228; Collagen I: Abcam, Cambridge, MA, Cat #ab6308) antibodies and secondary antibodies (goat anti-mouse IgG Alexa 568, Thermo Fisher Scientific, Waltham, MA, Cat# A11-004) diluted 1:1000 in PBS-CMF supplemented with 2.5% goat serum (Thermo Fisher Scientific, Waltham, MA) and 0.5% Triton-X (Sigma- Aldrich, Saint Louis, MO) for 1 hour each. Washes were performed 3 times between each step using PBS-CMF (Thermo Fisher Scientific, Waltham, MA). After staining, the cells were scanned on Operetta High Content Imaging System (Perkin Elmer, Waltham, MA). Mean fluorescence intensity per well was quantitated using Harmony Phenologic (Perkin Elmer, Waltham, MA) software and images were exported from Volocity (Perkin Elmer, Waltham, MA) software. All measurements were done in triplicates with 3 independent experiments.

### Statistical analysis

Data are presented as mean +/- standard error of the mean (SEM) with analysis performed using student’s t test or analysis of variance (ANOVA) using GraphPad Prism version 7.04. Statistical analysis was performed using student’s t test or ordinary one-way ANOVA using multiple comparison (Sidak’s or Tukey’s multiple comparison). Significance was set at p<0.05.

## Results and discussion

The activation of hepatic stellate cells (HSCs) to myofibroblasts is central to development of pathogenic fibrosis. To understand the role of TSP-1 in HSC activation, we utilized primary human hepatic stellate cells as our *in vitro* model system. HSC activation and differentiation into myofibroblasts can be measured by TGF-β1 dose dependent increase in α-SMA and Collagen I expression (Fig 1). We first confirmed that TSP-1 is induced by TGF-β1 treatment in our model system (Fig 2A) by Western Blot analysis. Quantification of densitometry determined that TSP-1 expression was significantly increased (242.6%, p = 0.02) after primary human HSCs were treated for 48 hours with 1 μg/ml TGF-β1 (at a concentration >EC_100_ for α-SMA and Collagen I expression) compared to vehicle treated HSCs. To understand the impact of TSP-1 in HSC activation, we performed a knockdown experiment with *THBS1* (gene for TSP-1) shRNA and measured markers of myofibroblast activation, α-SMA and Collagen I. Primary HSCs were transduced with *THBS1* shRNA carrying adenoviral particles for 48 hours followed by 1 μg/ml TGF-β1 treatment for another 48 hours. A control set of HSCs were transduced with scramble shRNA adenoviral particles. Following the transduction and TGF-β1 induced activation, Western Blot analysis confirmed successful knockdown (83%, p<0.0001) of TSP-1 protein expression (Fig 2B) compared to the control cells transduced with scramble shRNA. We then measured the impact of TSP-1 knockdown on activation of primary human HSCs by measuring Collagen I and α-SMA expression by immunofluorescence at EC_50_ values of TGF-β1 mediated increase in Collagen I or α-SMA by immunofluorescence (Fig 1). Next, HSCs were first transduced for 48 hours with either sh*THBS1* or scramble shRNA carrying adenovirus then treated with 50 pg/ml (for Collagen I measurement) or 200 pg/ml (for α-SMA measurement) of TGF-β1, EC_50_ concentrations of TGF-β1 for inducing expression of Collagen I and α-SMA. Cells transduced with sh*THBS1* adenovirus had attenuated α-SMA (75.5%, p<0.0001) and to a less extent Collagen I (92.6%, p = 0.0287) expression in TGF-β1 activated primary human HSCs (Fig 2C) than cells transduced with scramble shRNA. These results from TSP-1 knockdown experiment suggest that TSP-1 is important in TGF-β1-mediated primary human HSC activation.

**Fig 1:**
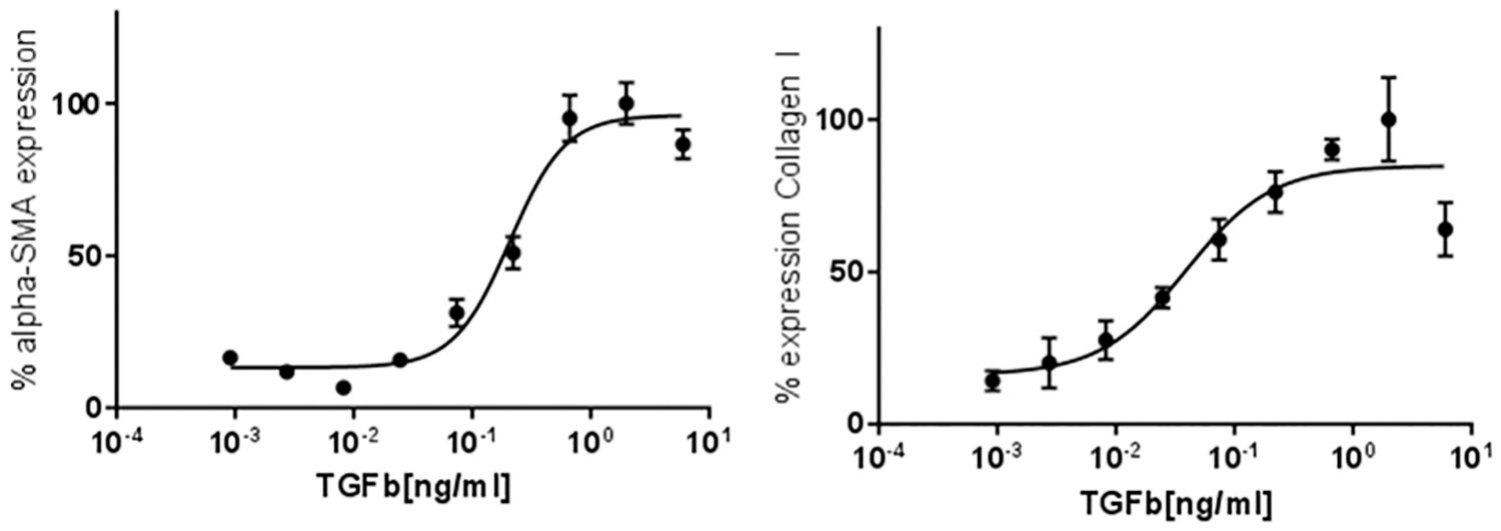
TGF-β1 dose response with α-SMA and Collagen I expression in primary human HSCs. HSCs were treated for 48 hours with 9–0.001 ng/ml change to lowest to highest TGF-β1 and then fixed and stained for α-SMA and Collagen I. Percent value is based on maximal response from addition of TGF-β1. EC_50_ α-SMA expression: 200 pg/ml TGF-β1; EC_50_ Collagen I expression: 50 pg/ml TGF-β1. % expression values were calculated by defining zero as the smallest value in each data set and one hundred as the largest value in each data set.

**Fig 2:**
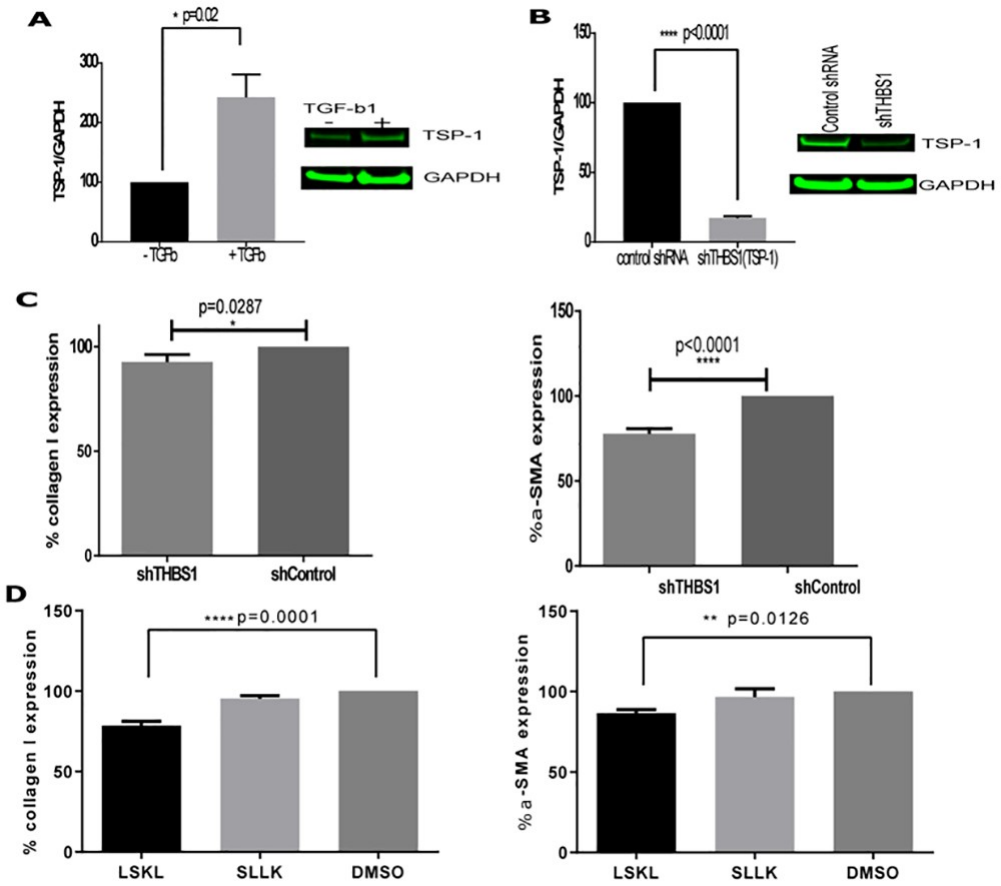
Peptide-mediated inhibition or knockdown of TSP-1, attenuates markers of primary human HSC activation into myofibroblasts. A. Primary human HSCs activated with 1 μg/ml TGF-β1 for 48 hours show increased expression of TSP-1 by Western Blot analysis. Bar graphs represent densitometry measurements, error bars show standard error of the mean (SEM). TSP-1/GAPDH expression was normalized to values from cells treated with vehicle (0.01% DMSO). B. Expression of TSP-1 is significantly reduced in TGF-β1 activated primary human HSCs transduced with adenoviral particles carrying shRNA against transcribed gene for TSP-1 (shTHBS1) compared to HSCs transduced with control shRNA adenovirus. Cells were transduced at multiplicity of infection (MOI) of 300 for 48 hours prior to treatment with TGFβ then harvested after 48 hours. Bar graph represent densitometry measurements, error bars show SEM. TSP-1/GAPDH was normalized to cells transduced with adenovirus carrying control shRNA. C. TSP-1 knockdown by shRNA transduction in primary human HSCs attenuate TGF-β1 mediated expression of markers of fibrosis, alpha smooth muscle actin (α-SMA) and Collagen I measured by immunofluorescence. HSCs were transduced with adenoviral shTHBS1 (gene for TSP-1) for 48 hours then treated with TGF-β1 for 48 hours prior to fixation for immunofluorescence, n = 3 per treatment, per experiment. Error bars represent SEM; % expression is normalized to cells transduced with control shRNA. D. Treatment with inhibitory peptide against TGF-β1 activating motif (LSKL) in TSP-1 results in attenuation of TGF-β1 mediated expression of markers of fibrosis, α-SMA and Collagen I. n = 3 per treatment, per experiment. Peptide with scrambled sequence (SLLK) does not significantly (n.s) impact expression of TGF-β1-induced α-SMA or Collagen I. Error bars represent SEM; % expression is normalized to cells treated with vehicle (0.1% DMSO). All presented data are representative of at least 3 separate experiments. Statistical analysis was performed using GraphPad Prism v 7.04 with either student’s t test or oneway ANOVA Tukey’s multiple comparison tests. P value was considered significant at <0.05.

TSP-1 is an important regulator of TGF-β1 activation in fibrosis. We examined whether the attenuation observed in the knockdown experiment may be attributed to TSP-1 mediated TGF-β1 activation. TGF-β1 is secreted as a latent complex that requires activation in order to bind to its receptor, which triggers production of more TGF-β1, creating a positive feedback loop. To examine whether the inhibition of TSP-1 mediated TGF-β1 activation impacts HSC activation, HSCs were treated with 3μM of inhibitor peptide (LSKL) that prevents the activation of secreted TGF-β1 followed by recombinant TGF-β1 (200 pg/ml for α-SMA and 50 pg/ml for Collagen I measurement). Scrambled peptide (SLLK) or vehicle (0.1% DMSO) treatments were also tested as controls. HSCs were fixed and stained for α-SMA and Collagen I after 48 hours and expression was quantified by immunofluorescence. Similar to our observation with TSP-1 knockdown in primary HSCs, there was a significant decrease in both α-SMA (86.7%, p = 0.0126) and Collagen I (78.6%, p<0.0001) expression in LSKL treated cells compared to cells that were treated with vehicle 0.1% DMSO (Fig 2D). Treatment with scrambled peptide did not result in significant decrease in either marker of fibrosis. Therefore, attenuation of α-SMA and Collagen I observed in TSP-1 knockdown may be due to TSP-1’s role in activation of latent TGF-β1 as demonstrated by peptide mediated inhibition of TSP-1 mediated latent TGF-β1 activation.

Next, we explored whether modulation of TSP-1 impacts liver fibrosis in an *in vivo* model of a progressive fibrotic disease of the liver, non-alcoholic steatohepatitis (NASH). Briefly, 10–15 male C57/BL6J (wild type, WT) or TSP-1 knockout (TSP1 KO) mice were obtained and housed under 12h light-dark cycles with free access to water and control or CDAHFD chow (Table 2). Body weight was measured every 2 weeks. After 12 weeks, animals were euthanized for analysis. Serum samples were collected, and livers were harvested, weighed, and divided into three different sections (right medial lobe, left lateral lobe, and right lateral lobe) that were immersion-fixed in neutral buffered formalin for slide preparation or snap frozen in liquid nitrogen.

**Table 2:** Four groups of mice in the study.

Group ID	N (# of mice)	Diet	Genotype	Study duration
NDWT	10	Control	WT	Weeks 1–12
CDAHFDWT	15	CDAHFD	WT	Weeks 1–12
NDKO	10	Control	TSP-1 KO	Weeks 1–12
CDAHFDKO	15	CDAHFD	TSP-1 KO	Weeks 1–12

NDWT: Control diet fed wild type mice. CDAHFDWT: CDAHFD fed wild type mice. NDKO: Control diet fed TSP-1 KO mice. CDAHFDKO: CDAHFD fed TSP-1 KO mice.

After 12 weeks on normal diet, TSP-1 null cohort compared to WT cohort did not differ in either mean total body or liver weight (Fig 3B). Similarly, comparison of TSP-1 null and WT mice fed CDAHFD did not differ significantly in total body and liver weight. However, there was a significant difference between cohorts fed CDAHFD vs. control diet in both genotypes. CDAHFD fed mice maintained mean body weight throughout the 12 weeks of study whereas the mean body weight of control diet fed mice increased. In contrast, the liver weight of CDAHFD mice were significantly increased compared to the control diet fed mice. These observations are consistent with a previous report [29]. We also observed that levels of ALT, AST and GLDH were significantly increased (****p<0.0001) in both CDAHFD fed WT and TSP-1 null groups (Fig 3C). However, serum aminotransferase levels are not significantly different between TSP-1 null and WT in both diet cohorts, except GLDH levels were elevated (p = 0.0003) in TSP-1 null mice fed CDAHFD compared to WT mice fed CDAHFD.

**Fig 3:**
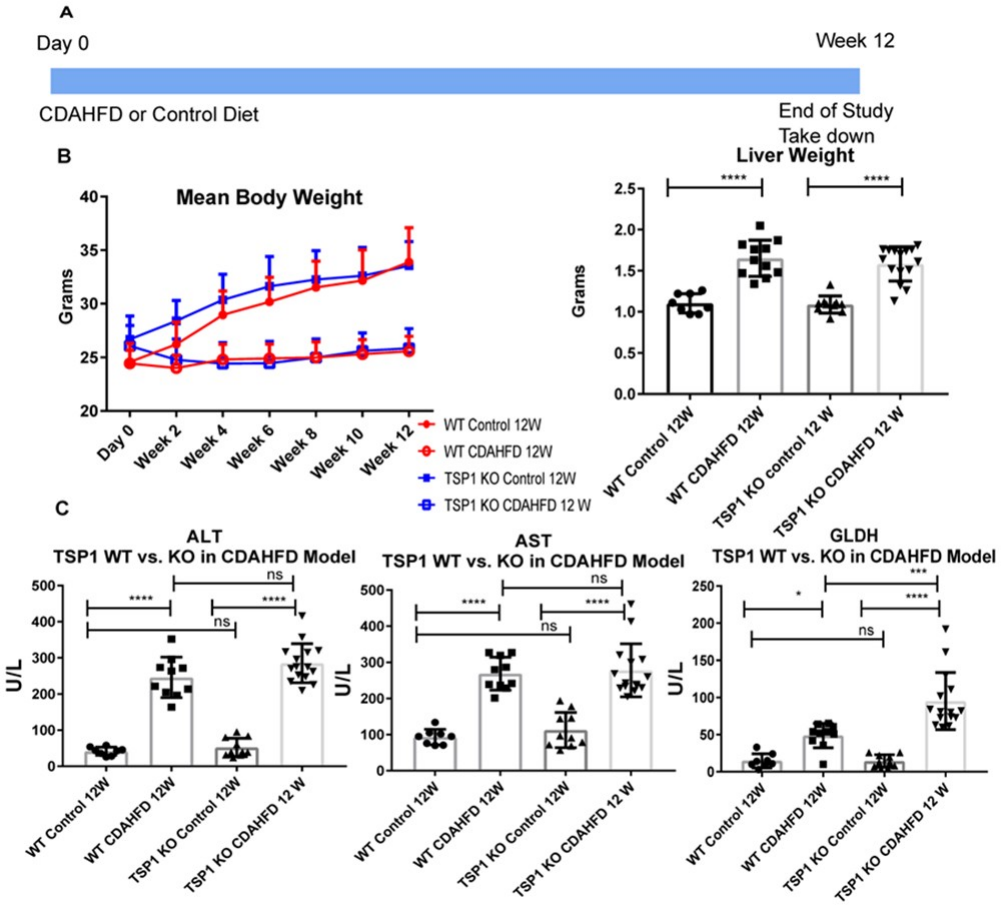
Study design and body weight, liver weight and liver function comparison of CDAHFD vs normal diet fed TSP-1 KO and Wild type mice. A. Study design outline. B. Both wild type (WT) and TSP-1 null mice (TSP-1 KO) mice fed choline deficient l-amino acid defined diet (CDAHFD) did not show increase in body weight with increase in time. Both WT and TSP-1 null mice fed control diet increased similarly in body weight with increase in time with heaviest weight at week 12. Both TSP-1 null and WT mice fed CDAHFD had significantly increased liver:body weight ratio and liver weight compared to mice fed control diet. C. Alanine aminotransferase (ALT) and Aspartate aminotransferase (AST) and glutamate dehydrogenase (GLDH) of CDAHFD vs. control diet fed mice were significantly increased in both WT and TSP-1 null groups. No significant difference was observed between TSP-1 null and WT groups fed control diet for ALT, AST and GLDH. In CDAHFD fed mice, TSP-1 null mice had significantly higher GLDH than WT. Each point represents a single animal. Statistical analysis are for each genotype group (TSP-1 KO or WT) or for each diet group (CDAHFD or control), using one way ANOVA Tukey’s multiple comparison tests. Error bars represent standard error of the mean (SEM). P value was considered significant at <0.05. **** p<0.0001, ***p = 0.0003, *p = 0.0325.

We then examined measurements of various lipid levels in the serum. Similar to serum liver enzyme levels, there were significant differences between CDAHFD vs control diets (p<0.0001) in serum total cholesterol, low density lipoprotein (LDL) cholesterol, high density lipoprotein (HDL) cholesterol and triglyceride levels in both WT and TSP-1 null genotypes. However, unlike total body weight, liver weights and serum liver enzyme level comparisons, TSP-1 null compared to WT had significantly reduced total, LDL and HDL cholesterol in both control or CDAHFD diets (Fig 4A and 4B). No significant difference was observed between TSP-1 null mice and wild type mice in both diet groups in triglyceride levels.

**Fig 4:**
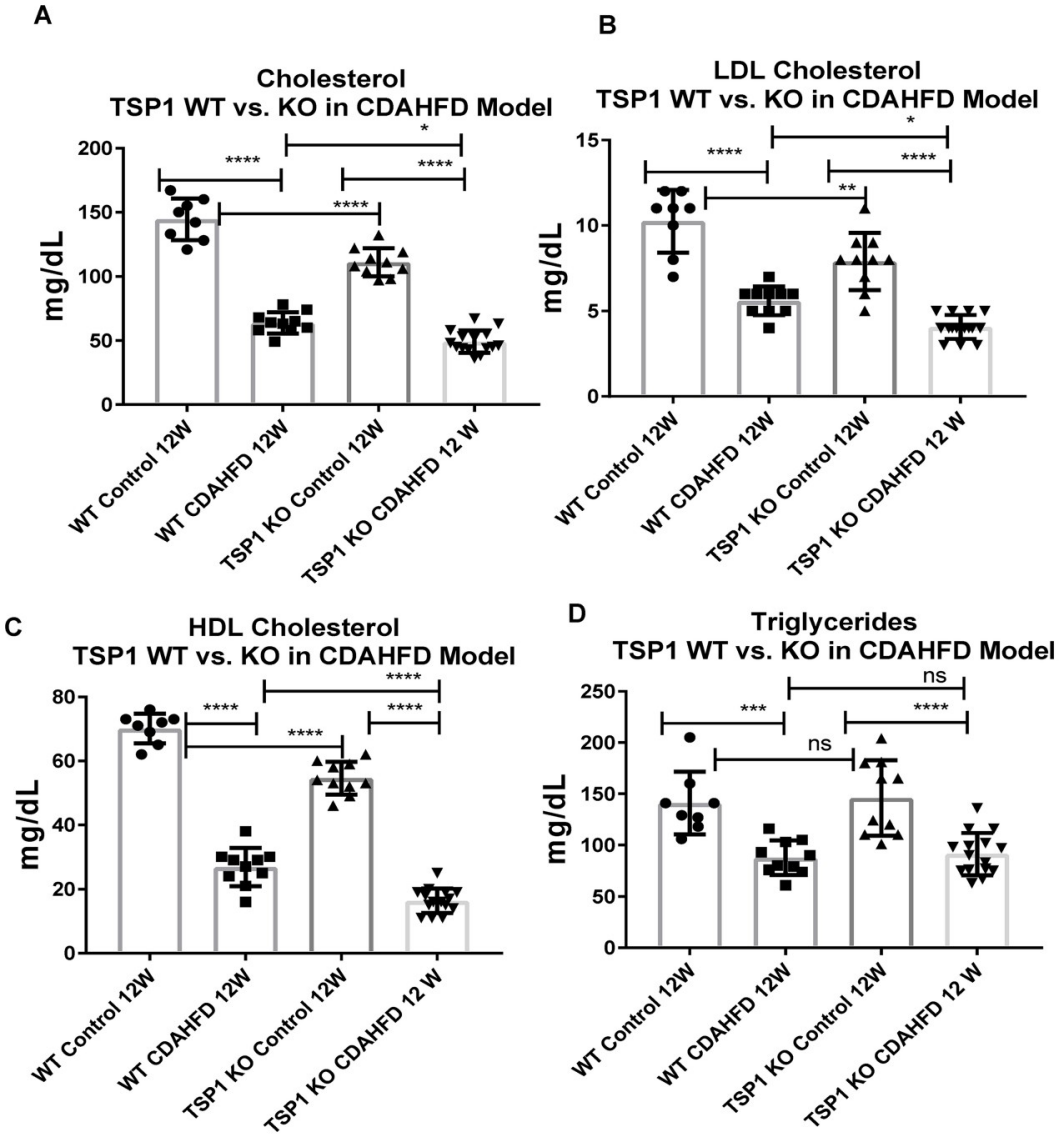
Lipid profile comparison of CDAHFD vs Normal diet fed TSP-1 null (TSP-1 KO) and Wild type mice at 12 weeks. Comparison of serum levels of A. total cholesterol, B. Low density lipoprotein (LDL) cholesterol C. High density lipoprotein (HDL) cholesterol and D. Triglycerides measurements at week 12 of CDAHFD or control diet fed mice in both TSP-1 null and WT mice. Comparison between WT vs TSP-1 null animals demonstrate significantly reduced serum cholesterol (total, LDL and HDL) levels in TSP-1 null vs WT in both control diet and CDAHFD fed cohorts. Each point represents a single animal. Error bars represent standard error of mean (SEM). Statistical analysis are for each genotype group (TSP-1 KO or WT) or for each diet group (CDAHFD or control), using one way ANOVA Tukey’s multiple comparison tests ****p <0.0001 for all graphs, *p = 0.0115 for cholesterol, ** p = 0.0018, p = 0.0241 for LDL cholesterol, *** p = 0.0007 for triglycerides, ns = no significance between compared groups.

We then performed histologic analysis for hepatic steatosis and fibrosis by Picrosirius red (PSR) and hematoxylin and eosin (H&E) (Fig 5A and 4D). Importantly, quantification of percent PSR positive area revealed that TSP-1 null cohort had significantly less collagen and therefore reduced liver fibrosis (Fig 5B) than wild type. To determine whether the decreased fibrosis in TSP-1 null CDAHFD fed mice was due to decreased collagen production, we performed relative qRT-PCR to measure relative mRNA expression of Col1a1 and Col3a1. In addition, we also measured relative mRNA levels of pro-inflammatory markers tumor necrosis factor (Tnf) and transforming growth factor beta 1 (Tgfb1) to determine the effect of TSP-1 deficiency on liver inflammation. Gapdh, with constant Ct values across the samples, was used as reference gene to quantitate relative expression. We observed relative expression of Tnf and Tgfb1 were subtly but significantly decreased in CDAHFD fed TSP-1 null mice (Fig 5C, Table 1). There was no significant difference in the expression of col1a1, col3a1, Tnf and Tgfb1 between TSP-1 null and WT mice fed control diet. (Fig 5C, Table 1).

**Fig 5:**
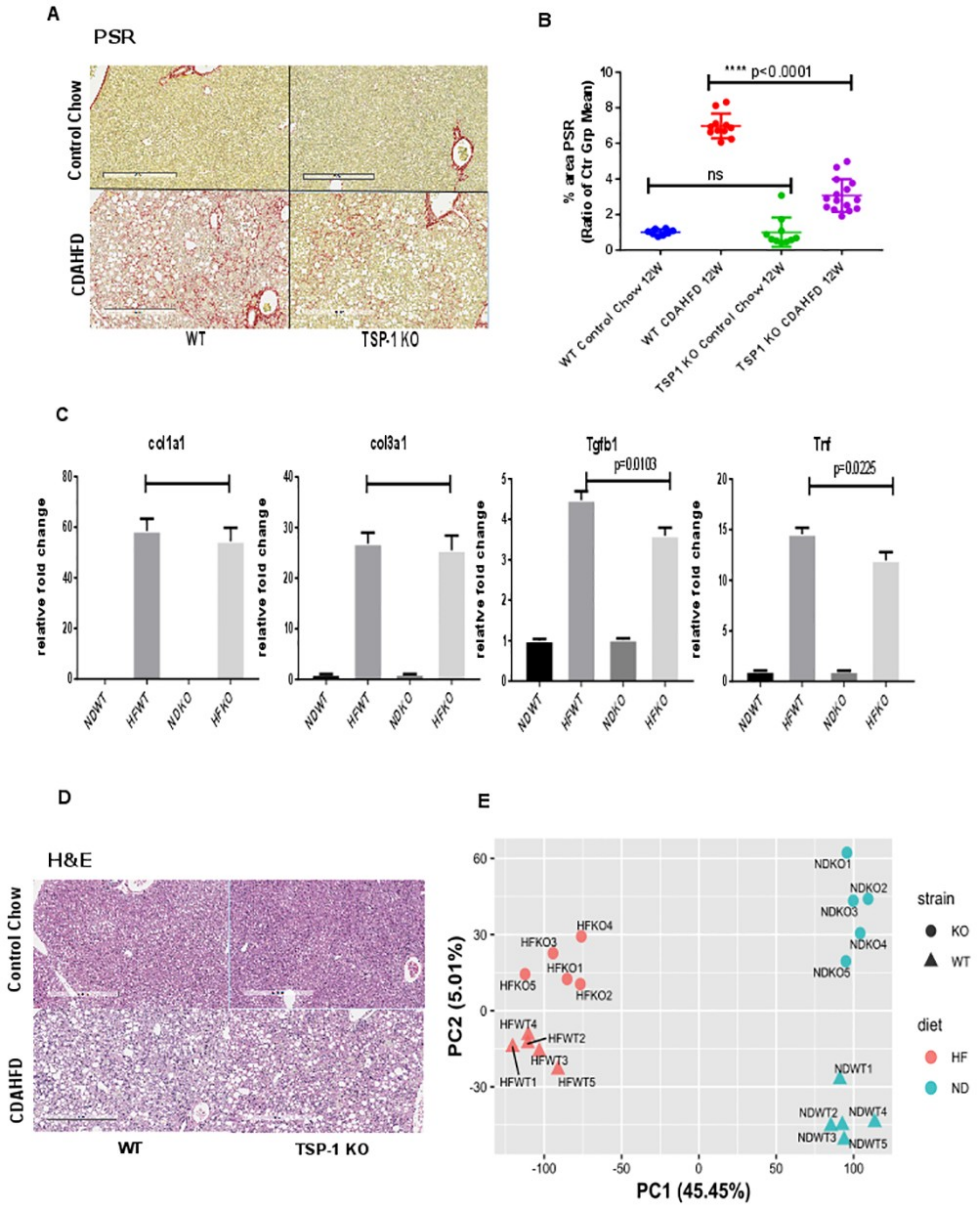
TSP-1 null mice are protected against CDAHFD induced liver fibrosis. A. Representative images of mouse liver sections stained with Picrosirius red (PSR). B. TSP-1 KO mice fed CDAHFD had significantly lower PSR+ area compared to WT mice fed CDAHFD (**** p<0.0001). The graphs were plotted as ratio of control group mean (using group mean of concurrent age matched control chow values for PSR. Statistical analysis was done using ordinary one-way ANOVA using multiple comparison (Sidak’s multiple comparison test) of selected pairs to compare control diet and CDAHFD groups from WT and TSP-1 null genotypes (total 2 selected pairs). C. Relative qRT-PCR analysis of collagen and inflammation markers from liver mRNA. Error bars represent SEM. Significance at p<0.05 NDWT: Control diet fed wild type mice. HFWT: CDAHFD fed wild type mice. NDKO: control diet fed TSP-1 null mice. HFKO: CDAHFD fed TSP-1 null mice. Relative fold change normalized to equivalent genotype fed control diet. Statistical analysis was done using ordinary one-way ANOVA using Tukey’s multiple comparison test with GraphPad Prism v. 7.04. D. Representative H&E stains of mouse liver sections. Bar represents 500 μm. E. Principal Component Analysis (PCA) of liver RNA-seq gene expression data. Each data point represents individual mice. Difference in genotype is represented by shape (circle: TSP-1 null or KO, triangle: wild type or WT). Difference in diet is represented by color (pink: CDAHFD fed or HF, blue: control diet fed, or ND). PCA analysis was performed by build-in R function prcomp() on all genes and the plot was generated by R packages ggplot2 and ggrepel.

To better understand the gene expression profiles in the various cohorts, we performed an RNA-seq based transcriptomic analysis of poly (A) + mRNA extracted from right lateral lobe (RLL) of liver from 5 mice randomly selected from each group. 

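FPKM values as deposited by the authors were used for 38924 genes in 20 libraries, 5 mice per group: control diet WT (NDWT), control diet TSP-1 null (NDKO), CDAHFD WT (HFWT) and CDAHFD TSP-1 null (HFKO). The description of the data series places the tissue in the right medial lobe of the liver, whereas the paper gives the right lateral lobe. FPKM multiplied by gene length and library size came out whole for at least 99.99% of the values checked in any library, which gave back the fragments per gene. Libraries held 15641545 to 23276322 assigned fragments, with a median of 17800442 in NDWT, 20216988 in NDKO, 18843904 in HFWT and 19057061 in HFKO. Values are means ± SD over 5 mice unless stated otherwise. DEGs were called with limma on log2(FPKM + 0.1) for the 14524 genes with FPKM above 0.5 in at least 5 libraries, at a two-sided Benjamini-Hochberg FDR under 0.05 and an absolute log2FC above 0.58. Thbs1 (ENSMUSG00000040152.8, GRCm38 chromosome 2, 118111876 to 118127133, plus strand) was read in every library first. Its FPKM was 0.17, 0.326, 0.268, 0.058 and 0.165 in NDWT, 1.005, 1.5, 0.986, 1.895 and 1.132 in NDKO, 5.766, 6.099, 3.46, 3.913 and 3.858 in HFWT, and 3.304, 3.316, 3.048, 3.141 and 4.398 in HFKO. The group values were 0.197 ± 0.103, 1.30 ± 0.390, 4.62 ± 1.22 and 3.44 ± 0.547 FPKM, from 6 to 33, 112 to 207, 405 to 698 and 315 to 509 fragments per library. On the control diet Thbs1 was therefore higher in all 5 libraries labelled TSP-1 null than in any labelled WT, against the labels (log2FC 2.28, SE 0.24, FDR 1.02e-05). On CDAHFD it was not detectably different between the labels (log2FC −0.39, SE 0.24, FDR 0.408), and the difference between the diets in the genotype effect passed the threshold (log2FC −2.66, SE 0.33, FDR 0.0023). The pseudocount moved the control diet value most, to a log2FC of 0.93 with a pseudocount of 1. Over the alternatives its FDR ranged from 4.0e-06 to 0.00376. Values per gene do not show which exons the fragments came from, so transcripts of a disrupted allele were not told apart from those of an intact one. All 10 libraries labelled TSP-1 null held 0 fragments on mt-Tg and mt-Tr, and all 10 labelled WT held 7 to 32 on the control diet and 9 to 18 on CDAHFD, a check added after the values were seen. An exchange of the labels on 1 diet only is thereby excluded. Genotypes are given as the libraries were labelled.

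**Figure D1:**
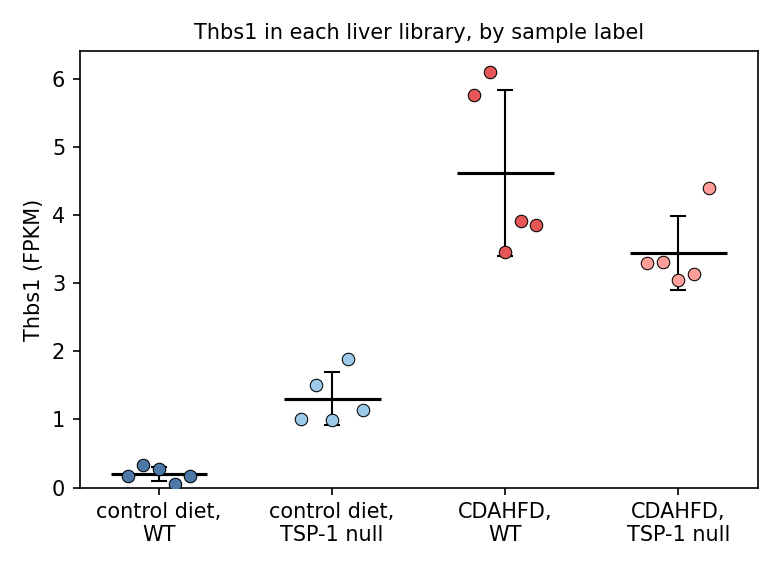
Thbs1 in each library. The y axis gives FPKM on a linear scale from 0. Each point is 1 library, grouped by its label (NDWT, NDKO, HFWT, HFKO, 5 mice each). Thick lines are group means and error bars are SD. All 5 NDKO points lie above all 5 NDWT points.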

Right lateral lobe was chosen because frozen RLL sections were consistently available for RNA extraction across all groups. On average, 86% of raw sequenced reads were uniquely mapped to the mouse reference genome and 88% of the uniquely mapped reads were in genomic exon regions. The mapped reads were cut off at reads per kilobase per million reads (RPKM) >0.5. LIMMA R package was used in differentially expression analysis. Differentially expressed genes (DEGs) were determined by false discovery rate threshold (FDR) <0.05 and genes with fold change greater than 1.5 (log_2_FC>0.58). 

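Principal components were computed from log2(FPKM + 0.1) of the 25536 genes that varied between libraries, each centred and scaled to unit variance. The first 4 components held 40.9%, 6.65%, 5.33% and 4.27% of the variance. Scores on the first component ran from 63.5 to 139 in the 10 CDAHFD libraries and from −113 to −82.3 in the 10 control diet libraries. Its share moved most when only genes with FPKM above 0.5 in at least 5 libraries were kept, to 56.8%.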

Principal component analysis (Fig 5E) identified the expression pattern of samples into four groups: NDWT, NDKO, HFWT, and HFKO (NDWT: Control diet fed wild type mice. HFWT: CDAHFD fed wild type mice. NDKO: control diet fed TSP-1 null mice. HFKO: CDAHFD fed TSP-1 null mice). We observed that between the groups that were fed control diet, TSP-1 null mice have distinct expression pattern compared to the wild type (WT) mice. However, this difference between genotypes is reduced in comparison of WT mice and TSP-1 null mice fed CDAHFD. 

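On the second component the 5 NDKO libraries scored −37.1 ± 22.1 and the 5 NDWT libraries 40.7 ± 27.5, without overlap (two-sided exact permutation test over 252 arrangements, p = 0.00794, the smallest it can give, Benjamini-Hochberg over 24 tests 0.0317). The difference on the first component (−105.5 ± 5.01 in NDKO, −90.6 ± 10.3 in NDWT, exact p = 0.0397, adjusted 0.106) and on the third (−23.5 ± 30.6 and 31.0 ± 27.3, exact p = 0.0238, adjusted 0.0714) did not pass the correction. Between the means of these groups, the squared distance over the tested genes was 1406 log2 units squared after the part due to within-group spread was taken off (1223 to 1535 with any 1 library left out). Thbs1 RNA was higher under the TSP-1 null label here. The labels, which mt-Tg and mt-Tr separate in the same way on both diets, stand here as given.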

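On CDAHFD, where Thbs1 did not separate the labels, the second component scored −26.6 ± 18.0 in HFKO and 23.0 ± 34.1 in HFWT (two-sided exact permutation p = 0.0238, adjusted 0.0714). This p rose above 0.05 when HFKO library 3 or 4 (0.0635 each, exact) or 5 (0.0714, exact) was left out. The fourth component separated all 5 HFKO libraries (−38.6 ± 24.0) from all 5 HFWT libraries (34.4 ± 22.8, exact p = 0.00794, adjusted 0.0317). On the first component the scores were 83.0 ± 19.7 and 113 ± 19.6 (exact p = 0.0556, adjusted 0.133). The squared distance between the genotype means was 719 log2 units squared (560 to 928 with any 1 library left out). The squared distance on the control diet was 1.96 times that on CDAHFD, from 1.53 without HFKO library 5 to 2.52 without HFKO library 4. No test was made of this ratio itself.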

Finally, we also observed greater numbers of DEGs in diet comparison than genotype comparisons (Table 3).

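CDAHFD against control gave 7083 DEGs in WT (6412 higher, 671 lower) and 6669 in TSP-1 null mice (6088 higher, 581 lower). Libraries labelled TSP-1 null against WT gave 693 DEGs on the control diet (253 higher, 440 lower) and 72 on CDAHFD (24 higher, 48 lower). A reservation is that Thbs1 RNA was higher under the TSP-1 null label on the control diet and did not separate the labels on CDAHFD. Values per gene do not tell a disrupted allele from an intact one, so this does not show the labels to be wrong. An exchange of labels on 1 diet only is excluded by mt-Tg and mt-Tr. Dropping the fold change threshold moved the genotype counts most, to 1899 and 163. Over all tested genes the median log2FC was 0.53, 0.50, −0.07 and −0.10 in these 4 comparisons. Median of ratios scaling shifted it by −0.54, −0.51, 0.07 and 0.10. Under that scaling the DEGs split into 3299 higher and 2242 lower, 3225 and 1980, 348 and 329, and 38 and 27. Under quantile normalization the split was 2738 and 2359, 2690 and 1993, 270 and 281, and 56 and 36. Both scalings centre the changes near 0, so a more even split is built into them. The balance between higher and lower DEGs thus depends on the scaling, and on CDAHFD the excess of lower genotype DEGs turned into an excess of higher ones under both. All 5 libraries of one group lay beyond all 5 of the other for 56.2%, 57.8%, 9.03% and 4.98% of the tested genes, where chance gives 0.794%.

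**Figure D2:**
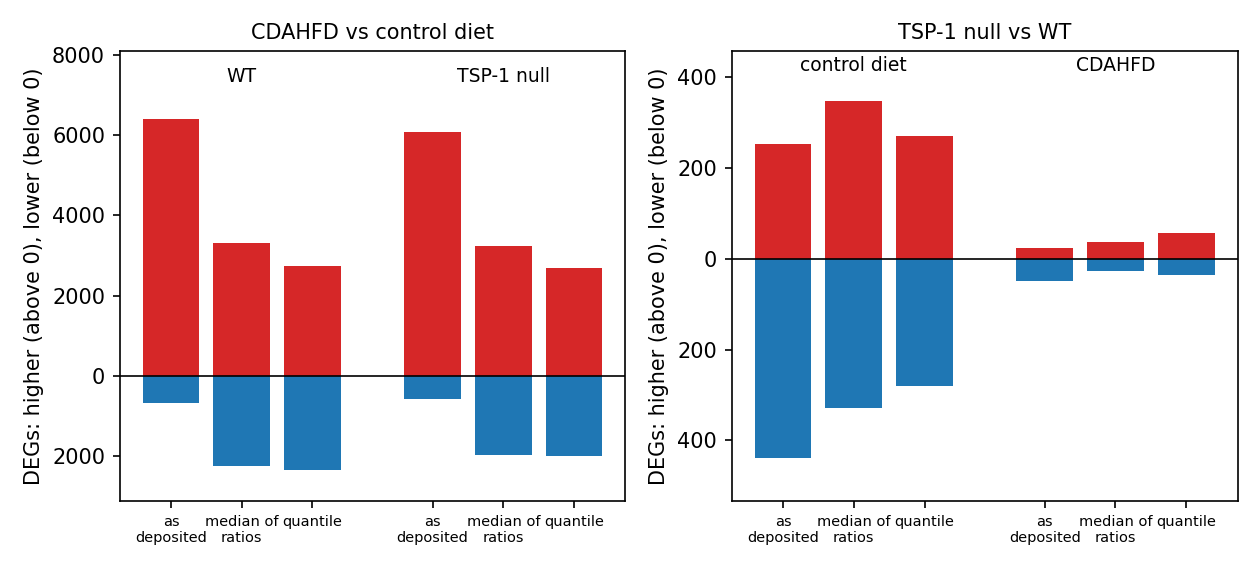
DEGs by direction under 3 scalings. Bars above 0 (red) count DEGs that were higher, bars below 0 (blue) those that were lower, with FPKM as deposited, after median of ratios scaling and after quantile normalization. The left panel holds CDAHFD against control in WT and in TSP-1 null mice, the right panel libraries labelled TSP-1 null against WT on each diet. Bars are single counts and carry no error bars. The excess of higher genes on CDAHFD shrinks under both other scalings, and the direction of the genotype excess on CDAHFD flips.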

**Table 3:** Summary of DEG analysis based on diet or genotype.

Comparison	Cohort	DEG	Upregulated	Downregulated	Total
Diet	TSP-1 null	CDAHFD/control	2894	1631	4525
Diet	WT	CDAHFD/control	2894	1960	4854
Genotype	control diet	TSP-1 null/WT	288	251	539
Genotype	CDAHFD	TSP-1 null/WT	43	27	70

To understand the impact of CDAHFD diet, we analyzed the gene expression changes in TSP-1 null and WT mice fed CDAHFD vs. control diet. Venn analysis of the DEGs from TSP-1 null and WT cohorts revealed that the transcriptomic profiles of both comparisons were very similar, with 3794 DEGs overlapping between the comparisons with 731 DEGs unique to TSP-1 null cohorts and 1060 unique WT cohorts (Fig 6A). 

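In these values 5675 genes were DEGs in both diet comparisons, where 3252 would be expected by chance, and 5669 of them moved the same way (5253 higher, 416 lower). A further 1408 DEGs were called in WT mice only and 994 in TSP-1 null mice only. Of these, the interaction between diet and genotype had an FDR under 0.05 for 37 and 26, without a fold change threshold. Most were thus not shown to differ between the genotypes. Quantile normalization lowered the number shared with the same direction to 3751.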

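Across the tested genes, which are not independent of each other, log2FC in WT and in TSP-1 null mice correlated with r = 0.886. Of the DEGs in WT mice 98.4% had the same sign in TSP-1 null mice, and of those in TSP-1 null mice 98.9% had the same sign in WT. Gpnmb (ENSMUSG00000029816.8, GRCm38 chromosome 6, 49036518 to 49058182) rose most, from 0.494 ± 0.136 to 270 ± 32.6 FPKM in WT (log2FC 8.85, SE 0.23, FDR 7.43e-16) and from 0.596 ± 0.268 to 201 ± 54.6 FPKM in TSP-1 null mice (log2FC 8.21, FDR 3.08e-15). Mmp12 (ENSMUSG00000049723.8, chromosome 9, 7344381 to 7369499) had a log2FC of 7.85 and 7.45, and Gsta1 (ENSMUSG00000074183.3, chromosome 9, 78230656 to 78242684) of 6.72 and 6.20. In TSP-1 null mice Gstm3 (log2FC 6.36) and Ubd (log2FC 6.27) ranked between Mmp12 and Gsta1. Mmp7 was at least 84.5-fold higher in WT, where control libraries held at most 3 fragments and CDAHFD libraries 125 to 374. Trbd1 rests on 0 fragments in NDWT and 1 to 7 in HFWT. The genes that fell most were members of the Mup cluster, among them Mup15 (log2FC −8.93 in WT, −9.52 in TSP-1 null mice), Mup17 (−8.04, −8.92), Mup7 (−7.99, −9.28) and Mup16 (−5.89, −7.20), and in WT Mup19 (−5.99). Any 2 of these 5 genes share 565 to 783 sequences of 31 bases, so the value of a single member is uncertain. In TSP-1 null mice Moxd1 (ENSMUSG00000020000.7, chromosome 10) was also among them (log2FC −7.75, at most 4 fragments per HFKO library). For each of these genes the groups compared did not overlap.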

Hierarchical clustering and heat map visualization of all DEGs based on fold change demonstrate that the directionality of gene expression changes in TSP-1 null and WT animals are very similar (Fig 6B). WikiPathways Analysis [30, 31] of top ten up- and down-regulated pathways further confirmed that CDAHFD fed TSP-1 null and WT mice have many coinciding pathways with similar low adjusted p-values (Fig 6C). Some of these pathways that were upregulated include: extracellular matrix reorganization, metabolic dysregulation, injury/inflammation and proliferation such as focal adhesion, spinal cord injury, endochondral ossification, cholesterol biosynthesis, IL-1 and megakaryocytes in obesity, MAPK signaling pathway and B cell receptor signaling pathways (Fig 6C). 

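Gene lists were written from general knowledge rather than taken from WikiPathways, and are reported as the median log2FC relative to all tested genes. Of an extracellular matrix list (34 genes, 33 tested) 31 were DEGs in WT and 31 in TSP-1 null mice, each of them higher, and the same numbers passed when adjusted over the list alone. The relative medians were 2.43 and 2.11. The camera test of limma with an inter-gene correlation of 0.01 gave FDRs of 7.48e-10 and 4.22e-10 over 104 tests of lists. With an estimated correlation the FDR was 0.237 in both, while fry gave 1.13e-11 and 1.57e-11. The camera call therefore depends on the correlation assumed. For a cholesterol biosynthesis list (20 genes, 19 tested) the relative medians were 1.13 and 1.35, with 15 higher and 2 lower DEGs in WT and 16 and 1 in TSP-1 null mice. This list passed fry (FDR 2.21e-05 and 1.07e-05) but not camera (0.209 and 0.128, with an estimated correlation 0.808 and 0.788). Its DEGs with the lowest FDR rose severalfold, for example Sqle (log2FC 3.41 and 3.43) and Idi1 (3.12 and 3.07). Focal adhesion, interleukin, MAPK and B cell receptor gene sets were not analysed here.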

A subtle difference was noted between TSP-1 null and WT mice for pathways relevant to regulation of toll like receptor signaling pathway and retinoblastoma (RB) in cancer. 

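A toll-like receptor list (36 genes, 34 tested) had a median log2FC relative to all genes of 0.70 in WT and 1.22 in TSP-1 null mice, with 26 and 27 higher DEGs (the same counts adjusted over the list alone). Its camera FDR was 0.00266 and 5.98e-04, its fry FDR 7.20e-10 and 5.14e-10, and with an estimated correlation 0.480 and 0.398. A cell cycle and RB list (54 genes, 45 tested) had relative medians of 1.05 and 1.30, with 40 and 41 higher DEGs, among them Ccnd1 (log2FC 3.31 and 4.07) and Mcm6 (2.48 and 2.72). Camera gave 8.64e-05 and 1.06e-06, fry 1.46e-10 and 2.29e-11, and an estimated correlation 0.350 and 0.237. The difference between the genotypes was tested as an interaction, a test added after the values were seen. It was 0.03 for the toll-like receptor list (camera FDR 0.532, fry 0.860, estimated correlation 0.830) and 0.24 for the cell cycle list (camera FDR 9.62e-04, fry 0.328, estimated correlation 0.625).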

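Relative to all tested genes, a fatty acid beta oxidation list (25 genes, 24 tested) had a median log2FC of −1.22 in WT and −0.87 in TSP-1 null mice, with 14 lower and 2 higher DEGs and 7 lower and 2 higher. 16 and 9 passed when adjusted over the list alone. Its camera FDR was 5.85e-20 and 8.83e-15, its fry FDR 4.73e-07 and 2.60e-04, and with an estimated correlation 0.0384 and 0.0755. Among its DEGs with the lowest FDR were Acsl1 (log2FC −2.36 and −1.77) and Cpt2 (−1.14 and −0.69). The genes drawn in the paper's PPARα map (26 genes, 23 tested) had relative medians of −1.02 and −0.94, with 10 lower and 5 higher DEGs in WT and 8 and 5 in TSP-1 null mice (camera FDR 5.14e-09 and 1.06e-07, fry 2.60e-04 and 0.0504, estimated correlation 0.0384 and 0.0582). 15 and 13 passed when adjusted over the list alone. Camera gave an FDR of 5.14e-09 and 1.06e-07, fry 2.60e-04 and 0.0504, and an estimated correlation 0.0384 and 0.0582. The genes drawn in its amino acid map (91 genes, 77 tested) had relative medians of −0.60 and −0.53, with DEGs in both directions (13 lower and 15 higher, 17 lower and 19 higher). 28 and 36 passed when adjusted over the list alone. Here camera called the list lower than other genes (FDR 1.83e-08 and 6.28e-09, estimated correlation 0.0116 in both), while fry, which does not compare with other genes, called it higher (FDR 0.0173 and 0.0367). Since the study chose both maps on these libraries, counts adjusted over them alone are not independent evidence. Under quantile normalization neither map passed in either genotype, with relative medians of −0.14 and −0.20 for PPARα (FDR 0.189 and 0.500, over the alternatives 4.07e-09 to 0.189 and 7.50e-08 to 0.500) and −0.21 and −0.12 for amino acids (FDR 0.189 in both, over the alternatives 1.20e-08 to 0.189 and 3.00e-09 to 0.189). A complement and coagulation list (29 genes, 27 tested) had relative medians of −0.91 and −0.88 (camera FDR 2.04e-13 and 8.56e-13, estimated correlation 0.0384 in both, fry 8.31e-06 and 4.51e-05), with 9 lower and 1 higher DEGs and 6 lower and 2 higher, such as Mbl2 (log2FC −1.40 and −1.80). 10 and 8 passed when adjusted over the list alone. A one carbon metabolism set was not analysed here.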

A similar pattern was observed in comparison of downregulated pathways with similar adjusted p values in fatty acid beta oxidation, amino acid metabolism, PPARα pathway, one carbon metabolism and complement activation pathways. Overall the transcriptomic profiles of CDAHFD fed TSP-1 and WT mice were similar with overlapping profiles indicative of pathological disruption, following the trend outlined earlier in total liver:body weight, liver weight, liver enzymes and histopathological analysis comparison.

**Fig 6:**
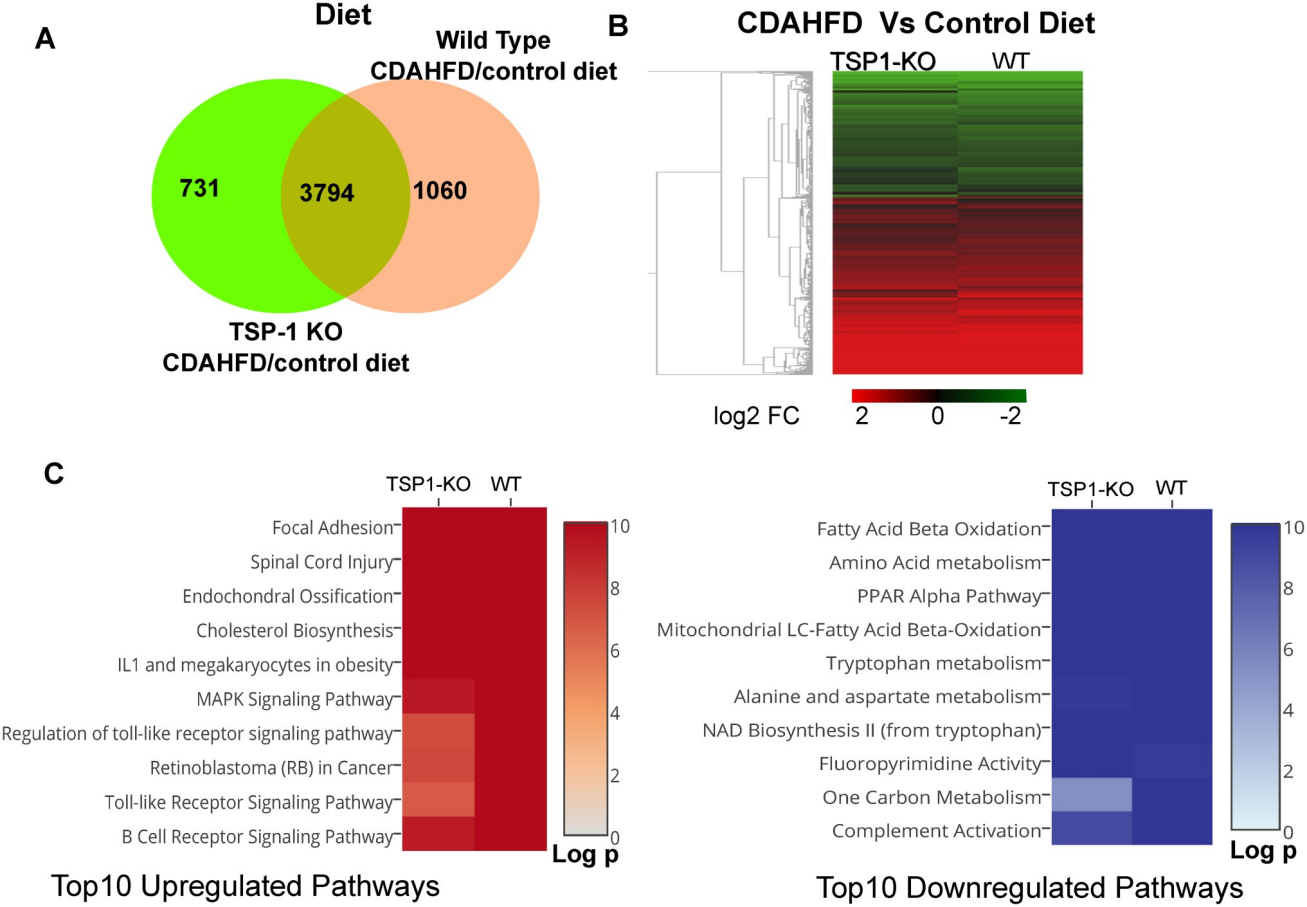
Transcriptomic analysis to compare the impact of CDAHFD vs. control diet in gene expression profiles of TSP-1 KO and WT mice. A. Venn diagram of differentially expressed genes (DEGs) from CDAHFD fed vs control diet fed TSP-1 null mice and WT mice. B. Heat map of fold change (log_2_FC) in DEGs (red: upregulated, green: downregulated) from genes in Fig 5A. C. Heat map with top 10 upregulated (in red) and downregulated (in blue) pathways by WikiPathways. DEGs were defined by FDR>0.05 and >1.5 fold change comparing CDAHFD vs. control diet.

We then analyzed the impact of different genotypes on liver transcriptomic profiles in both control diet and CDAHFD groups. In these comparisons, gene expression from WT mice were used to define differentially expressed genes in TSP-1 null mice. 

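Between libraries labelled TSP-1 null and WT, 36 genes were DEGs on both diets, 13 higher and 23 lower, each in the same direction on both, where 3.44 would be expected by chance (Fisher's exact test, one-sided, p = 9.74e-29). Thbs1 itself was not one of them, and on the control diet its RNA was higher under the TSP-1 null label. The same direction of all 36 genes excludes an exchange of labels on 1 diet only. The genes with the largest mean change included Eif3j2 (ENSMUSG00000043424.9, GRCm38 chromosome 18, 43475418 to 43477836, log2FC 3.71 on the control diet, SE 0.17, FDR 5.80e-11, and 3.18 on CDAHFD, FDR 9.96e-10), Pcna-ps2 (ENSMUSG00000067608.4, chromosome 19, 9283238 to 9284494, 3.39 and 2.50) and mt-Nd3 (ENSMUSG00000064360.1, mitochondrial genome, 9459 to 9806, −2.56 and −2.44). Gm3650 (ENSMUSG00000097891.1, chromosome 18, 43472816 to 43475169) was at least 11.9-fold and 16.3-fold higher, and mt-Tg (ENSMUSG00000064359.1) at least 4.28-fold and 2.16-fold and mt-Tr (ENSMUSG00000064361.1) at least 3.36-fold and 1.91-fold lower. Eif3j2 and Gm3650 share sequence with Eif3j1, and Pcna-ps2 with Pcna, so reads may be divided among them differently in the 2 genotypes. Of the 36 genes, 15 lay on chromosome 2, against 1155 of the 14524 tested (Fisher's exact test, one-sided, p = 3.32e-08). All 15 lay within 30 Mb of Thbs1, a window chosen after the positions were seen, as did 350 of those tested (exact p = 1.40e-15). They include Slc1a2 (ENSMUSG00000005089.9, 102658659 to 102790784, log2FC −1.31 and −2.30), Cd59b (−2.10 and −1.59) and Cd59a (−1.40 and −1.24), which share 142 sequences of 31 bases, A930018P22Rik (−1.32 and −1.56), 2810002D19Rik (−1.08 and −1.51) and Itpka (1.29 and 1.25). Elsewhere lay 1700048O20Rik (1.85 and 1.89), Gm15344 (−1.33 and −1.48) and Cyp4a12a (−1.13 and −1.75), which shares 1487 such sequences with Cyp4a12b.

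**Figure D3:**
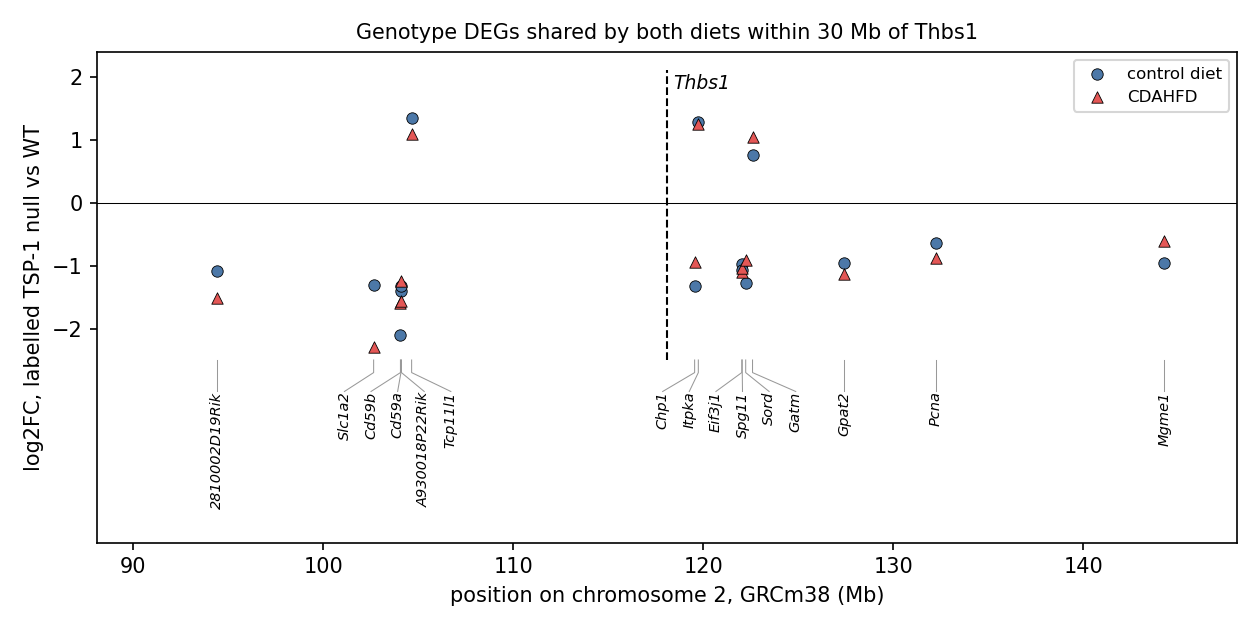
Genotype DEGs shared by both diets and lying within 30 Mb of Thbs1. The x axis gives the position on chromosome 2 (GRCm38, Mb) and the y axis log2FC of libraries labelled TSP-1 null against WT. Circles are the control diet and triangles CDAHFD. The dashed line marks Thbs1. Points are fitted values from 5 mice per group without error bars. Each of the 15 genes has the same direction on both diets.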

Venn analysis of DEGs from both control diet and CDAHFD group revealed that there are only 36 DEGs that overlap in normal diet and CDAHFD (Fig 7A) in TSP-1 null mice. There are 34 unique DEGs in CDAHFD whereas 503 unique DEGs were identified in control diet (Fig 7A). 

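By the criteria used here 36 DEGs were called on CDAHFD only. On the control diet only, where Thbs1 RNA was higher under the TSP-1 null label, 657 were called. A change in the genotype effect between the diets was tested directly for each gene: 94 genes passed (49 with a positive and 45 with a negative interaction). By the FDR alone, without the fold change threshold, 124 genes passed, among them 6 of the 36 and 60 of the 657. The other genes called on 1 diet were not shown to differ between the diets. The number of interaction genes depends on single mice, from 36 without NDKO library 4 to 184 without NDKO library 2. It was also moved by over 1.5 times without NDWT library 3 (48), NDKO library 1 (52), HFWT library 3 (53) or 4 (57), or HFKO library 1 (44), 2 (42) or 4 (47).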

Small number of DEGs (Table 3, 70 total DEGs) with CDAHFD suggest that the liver transcriptomic profiles of both TSP-1 null and WT animals are heavily driven by CDAHFD and consequent pathogenesis, rather than by genotype. However, greater number of DEGs defined (Table 3, 539 total DEG) from control diet fed TSP-1 null mice demonstrates that under normal conditions, there are notable differences between transcriptomic profiles of TSP-1 null mice and WT mice. Furthermore, similarities in the top ten up- and down-regulated pathways identified by Wiki Pathway Analysis between the two comparisons also confirm that the transcriptomic gene signatures driven by the TSP-1 null genotype is maintained in both control and CDAHFD fed animals (Fig 7C). 

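On CDAHFD, where the labels differ little in Thbs1, the 72 genotype DEGs had a median absolute log2FC of 1.00, and for 64 of them the groups did not overlap. At an unadjusted two-sided limma p under 0.05 there were 2499 genes. Beyond the genes shared with the control diet, the DEGs with the largest change among those without overlap were a microRNA, Gm24561 (at least 1.45-fold higher, 3 to 7 fragments in HFKO, at most 3 in HFWT), and a small nucleolar RNA, Snord49b, which held at most 3 fragments in every library. Single mice moved the count: it was 47 without HFWT library 2, 45 without HFWT library 3, 47 without HFKO library 1 and 38 without HFKO library 4.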

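On the control diet Thbs1 RNA was higher under the TSP-1 null label. There the 693 DEGs had a median absolute log2FC of 0.85, and 428 of them separated the groups without overlap. 3964 genes had an unadjusted two-sided limma p under 0.05. Hspa1b (ENSMUSG00000090877.2, GRCm38 chromosome 17, 34956436 to 34959238), which shares 1873 sequences of 31 bases with Hspa1a, fell from 60.0 ± 24.9 FPKM in NDWT to 7.34 ± 3.49 in NDKO (log2FC −3.10, SE 0.38, FDR 6.39e-05). Other DEGs among those with the largest change rest on few fragments: mt-Ti (log2FC −3.18, FDR 0.0423), n-R5s96 (3 to 5 fragments in NDWT, at most 1 in NDKO), Gm25206 (at most 1 in NDWT, 1 to 5 in NDKO) and mmu-mir-6993 (at most 1 in NDWT, 1 to 6 in NDKO). With any 1 mouse left out the count ran from 539 to 774.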

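Across the tested genes, log2FC between the labelled genotypes on the control diet and on CDAHFD correlated weakly (r = 0.213, genes are not independent replicates). Of the DEGs on the control diet 77.1% had the same sign on CDAHFD. Of those on CDAHFD 83.3% had the same sign on the control diet, where Thbs1 RNA was higher under the TSP-1 null label. From the small number of genotype DEGs on CDAHFD the paper proposes that the diet and the disease it causes shape the liver transcriptome more than the genotype does, and from the larger number on the control diet it reasons that the genotypes do differ in health. From the pathways common to both comparisons (Fig 7C) it concludes that a signature of the genotype persists on both diets.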

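The genes of the paper's amino acid map had a median log2FC relative to all genes of 0.01 on the control diet (9 higher and 5 lower DEGs, camera FDR 0.209, fry 0.955, estimated correlation 0.481) and 0.11 on CDAHFD (2 lower DEGs, camera FDR 0.00717, fry 0.736, estimated correlation 0.135). Adjusted over the list alone, 17 and 5 of them were DEGs, which is not independent evidence. On the control diet the higher DEGs were over-represented among all tested genes (Fisher's exact test, one-sided, adjusted p = 1.09e-04). The paper drew this map and the PPARα map from pathways it found changed in these same libraries, so tests of either are not independent evidence. With a pseudocount of 1, and also without a filter on low values, the median turned negative (−0.016 and −0.017). The CDAHFD result did not pass under quantile normalization (0.058, FDR 0.136) or without the filter (0.079, FDR 0.0706, over the alternatives 0.00223 to 0.136), nor without HFKO library 2 (0.084, FDR 0.0840). For the PPARα map the relative median was 0.04 on the control diet (4 higher and 2 lower DEGs, camera FDR 0.432, fry 0.876, estimated correlation 0.788, −0.012 without a filter) and 0.19 on CDAHFD, where 18 of 23 genes were higher but Cyp8b1 was the only DEG (camera FDR 1.66e-07, fry 0.0695, estimated correlation 0.0582). Its higher DEGs on the control diet were over-represented as well (Fisher's exact test, one-sided, adjusted p = 0.00491), with the same limit. Adjusted over that list alone, which is likewise no independent evidence, 6 and 1 were DEGs. A urea cycle list of 7 genes rose on both diets. Its relative median was 0.90 on the control diet (camera FDR 1.05e-08, fry 1.00e-05, estimated correlation 0.0384). On CDAHFD it was 0.44 (camera FDR 2.65e-05, fry 0.0484, estimated correlation 0.0775). The list had 4 higher DEGs on the control diet, led by Asl (log2FC 1.63, FDR 2.64e-05). It had none on CDAHFD, where 3 genes had an unadjusted p under 0.05. Its interaction, a test added after the values were seen, was −0.42 (camera FDR 0.00186, fry 0.0454, estimated correlation 0.421). The rise was thus smaller on CDAHFD by camera and fry. For the PPARα map the interaction was 0.22 (camera FDR 0.0186, fry 0.328, estimated correlation 0.625). On the control diet these directions follow labels under which Thbs1 RNA was higher in TSP-1 null libraries. The labels are separated there by mt-Tg and mt-Tr as they are on CDAHFD.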

The top ten upregulated pathways identified in TSP-1 null mice were pathways relevant to amino acid metabolism, PPARα pathway and fatty acid metabolism. The top ten downregulated pathways identified in TSP-1 null mice were pathways relevant to retinoblastoma (RB) in cancer, cell cycle pathways and stress and injury mediated pathways.

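Thbs1 RNA was higher in the control diet libraries labelled TSP-1 null, a caveat for what follows. A heat shock and unfolded protein list of 26 genes was lower in these libraries. Its median log2FC relative to all genes was −0.83, with all 26 genes lower and 18 DEGs (19 adjusted over the list alone, camera FDR 2.26e-15, fry 3.88e-06, estimated correlation 0.0384). After the Hspa1 pair, whose members share sequence, the DEGs with the lowest FDR included Dnaja1 (log2FC −0.79, FDR 8.49e-05), Dnajb9 (−1.12, FDR 0.00108) and Pdia4 (−1.06, FDR 0.00174). On CDAHFD the list's relative median was −0.22 (1 DEG, camera FDR 0.177, fry 0.121, estimated correlation 0.731). By diet it was −1.02 in WT (2 higher and 11 lower DEGs) and −0.32 in TSP-1 null mice (5 higher and 2 lower). NDWT was thus the highest group, and the values do not decide whether NDWT was raised or NDKO lowered. The interaction of the list, a test added after the values were seen, was 0.72 (camera FDR 2.67e-12, fry 0.0299, estimated correlation 0.212).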

**Fig 7:**
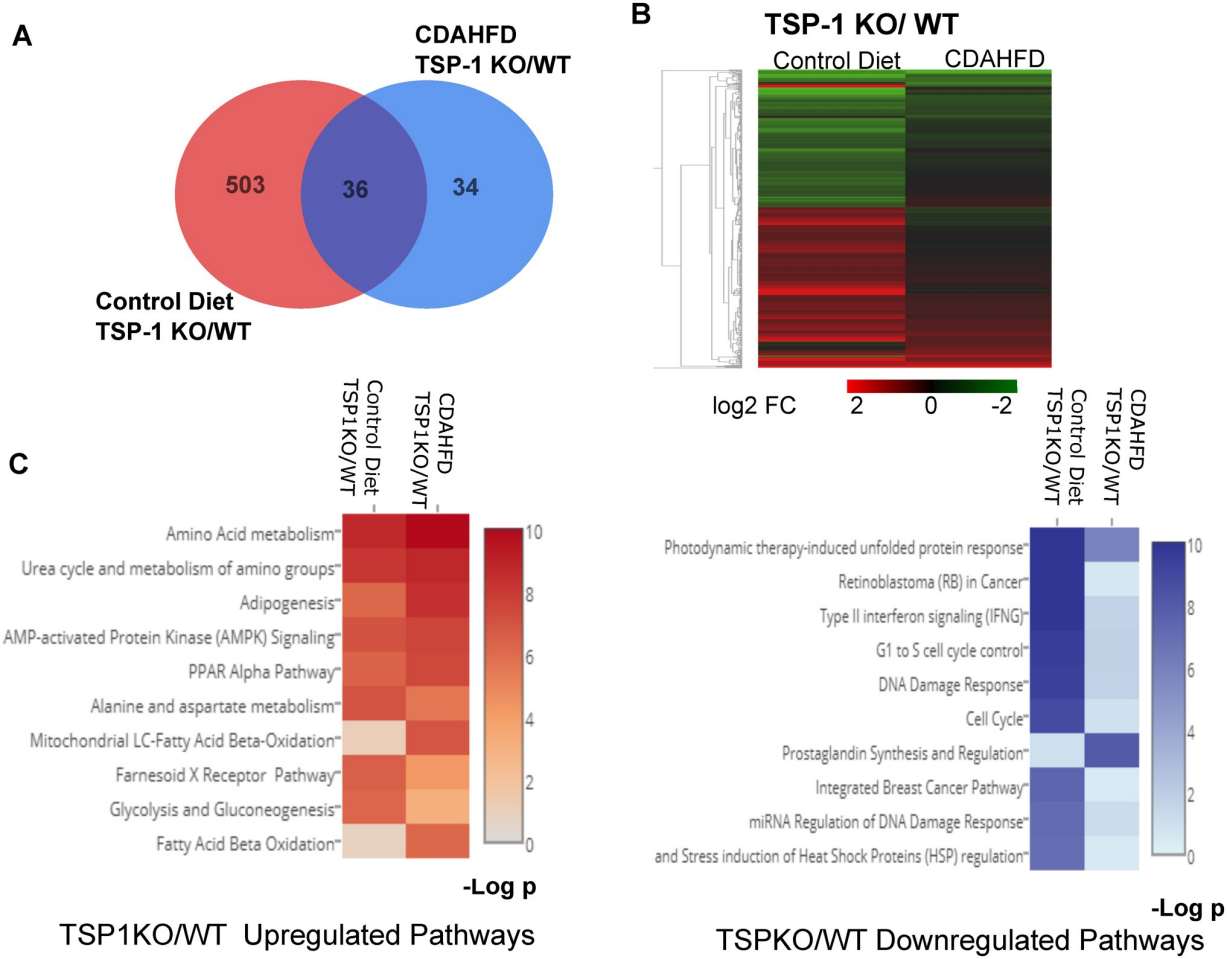
Transcriptomic analysis to compare the impact of TSP-1 KO vs. wild type genotype in CDAHFD vs. control diet fed mice. A. Venn diagram of differentially expressed genes (DEGs) from TSP-1 KO vs WT mice fed CDAHFD or control diet. B. Hierarchical clustering and heat map of DEGs based on log_2_FC values C. Heat map with top 10 upregulated (in red) and downregulated (in blue) pathways by WikiPathways. DEGs were defined by FDR<0.05 and fold change >1.5 (log_2_FC>0.58) comparing TSP-1 null vs. WT mice.

To identify the pathways that were modulated by TSP-1 that may have contributed to observed decreased hepatic fibrosis in CDAHFD fed TSP-1 null mice, we then identified pathways that were up- or down-regulated by CDAHFD that were reversed in the genotype comparison (Tables 3 and 4). 

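Counted gene by gene, 355 DEGs of a diet comparison were DEGs of a genotype comparison with the opposite sign. Each pair of comparisons shares a group of libraries, which alone can produce opposite or same signs. For CDAHFD in WT mice, 189 DEGs were opposite and 214 the same in the control diet genotype comparison, and 28 opposite and 14 the same in the CDAHFD one. In TSP-1 null mice the numbers were 333 opposite and 95 the same, and 19 opposite and 16 the same. The correlation of log2FC across genes was 0.180, −0.267, −0.166 and −0.0235 in these 4 pairs. As a check added after the values were seen, 2 mice of the shared group were given to one comparison and the other 3 to the other, in all 20 ways, which overlap and are not independent. CDAHFD in WT mice then gave a median of 143.5 opposite and 130 the same (33 to 274 and 51 to 176) in the control diet genotype comparison, and 10.5 and 9.5 (4 to 25 and 4 to 15) in the CDAHFD one. In TSP-1 null mice the medians were 226.5 opposite and 63.5 the same (96 to 293 and 20 to 142), and 6 and 7 (2 to 53 and 3 to 20). Most diet DEGs were higher and most genotype DEGs lower, so more opposite than same calls arise from that imbalance alone. From the numbers of higher and lower DEGs, a median of 59.1%, 63.6%, 62.6% and 73.6% of the calls in these 4 pairs would be opposite, against 50.5%, 53.9%, 77.4% and 47.7% found. The share was above that value in all 20 ways for TSP-1 null mice against the control diet genotype comparison, and in 2 of 20 for each of the other pairs. This comparison was likewise added after the values were seen. With a pseudocount of 1 the total was 173, and without a fold change threshold 1280. Thbs1 itself does not follow the genotype labels on the control diet.

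**Figure D4:**
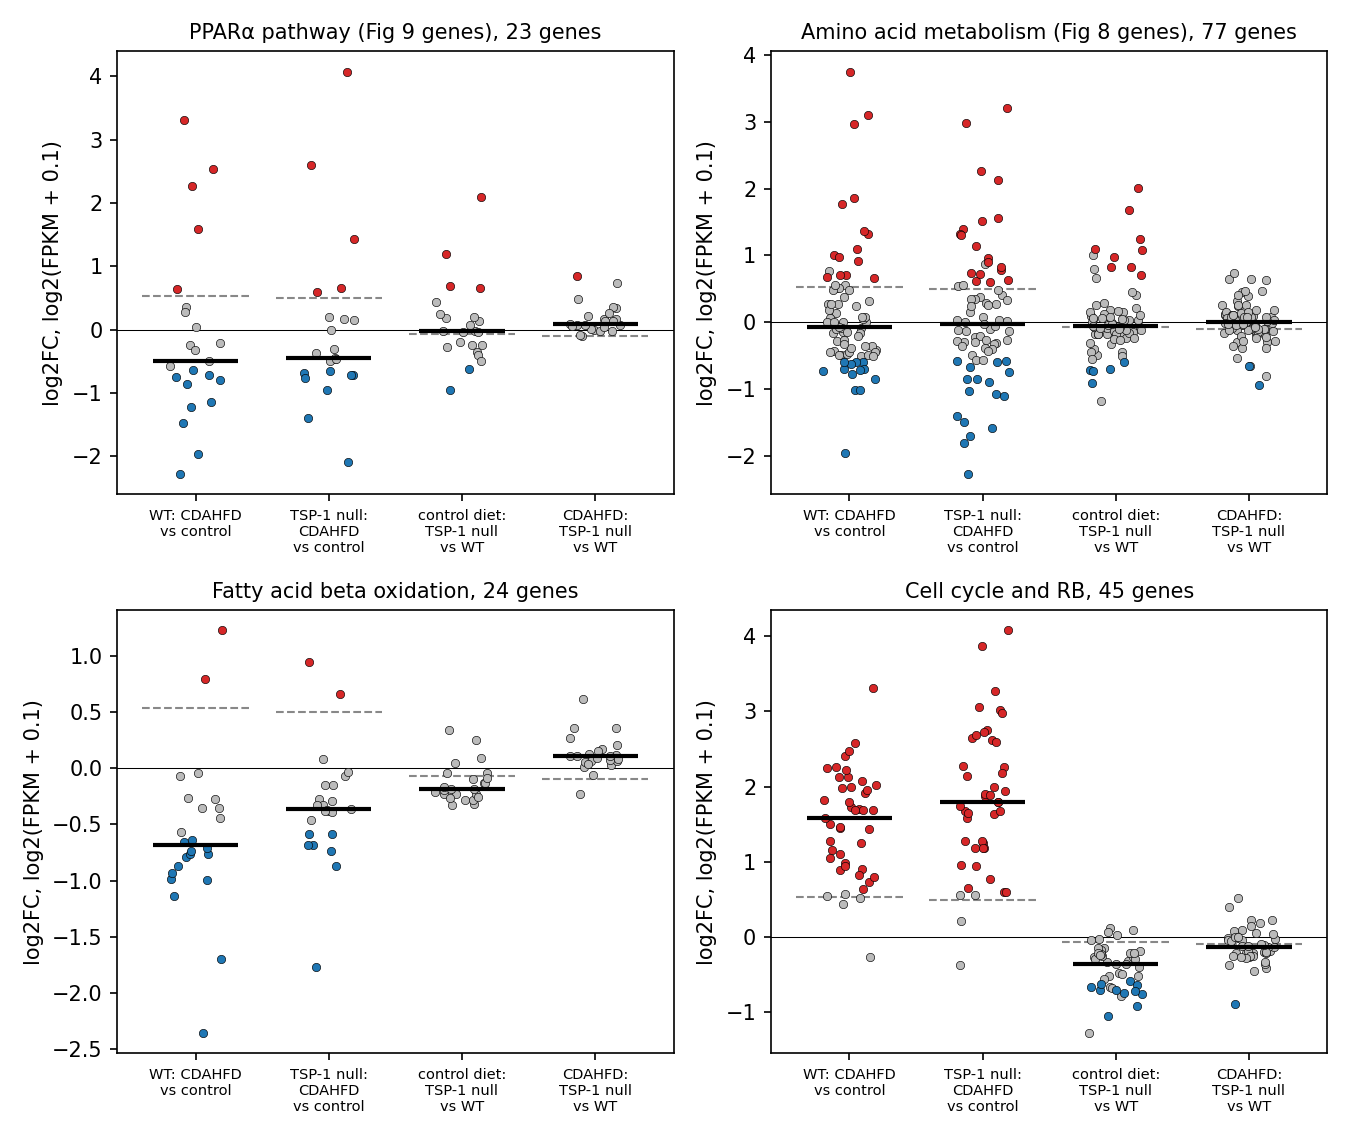
Log2FC of single genes in 4 lists. Panels show the paper's PPARα map (23 tested genes), its amino acid map (77), fatty acid beta oxidation (24) and cell cycle and RB (45). The x axis gives the 4 comparisons and the y axis log2FC on log2(FPKM + 0.1). Points are genes, red and blue where called as higher or lower DEGs and grey otherwise. There are no error bars. Thick lines are list medians and dashed lines the median of all tested genes. In both diet comparisons the PPARα, amino acid and beta oxidation medians lie under the dashed line, and they stayed under it with either other scaling. In the genotype comparisons these 3 medians lie −0.12 to 0.20 from it. The cell cycle and RB median lies 0.28 under it on the control diet and 0.03 under it on CDAHFD.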

We identified PPARα pathway and amino acid metabolism pathways as pathways that were downregulated by CDAHFD in both genotype groups yet upregulated in TSP-1 KO mice compared to WT mice in both diet conditions. 

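In the PPARα map Cyp8b1 (ENSMUSG00000050445.4, GRCm38 chromosome 9, 121914356 to 121916305) was the gene called lower by the diet in WT (log2FC −2.28) and TSP-1 null mice (−2.09) and called higher in the libraries labelled TSP-1 null on both diets (0.67, FDR 0.0341, and 0.85, FDR 0.0426). Its FPKM was 458 ± 98.2 in NDWT, 713 ± 53.3 in NDKO, 97.0 ± 31.7 in HFWT and 168 ± 26.6 in HFKO. Other genes of the map were DEGs on the control diet without being DEGs on CDAHFD, such as Cyp7a1 (log2FC 2.09 on the control diet, 0.05 on CDAHFD), Myc (1.20 and 0.09) and Fabp1 (−0.96 and 0.21). Of these the interaction passed its threshold for Fabp1 (1.17). Ppara itself fell on CDAHFD (log2FC −1.22 and −0.65) and was not called between the labelled genotypes (−0.41 and 0.17). In the amino acid map the higher DEGs with the lowest FDR on the control diet were Got1 (log2FC 2.00, FDR 3.89e-05), Ass1 (1.08, FDR 9.19e-05), Sds (1.68, FDR 6.13e-04), Cps1 (1.10, FDR 9.49e-04) and Cth (1.25, FDR 0.00126), while Aldh1a1 was lower (−0.69, FDR 5.38e-04). On CDAHFD the log2FC of those 5 higher genes was 0.24, 0.40, 0.64, 0.39 and 0.10, short of the thresholds. The interaction passed for Got1 (−1.77, FDR 0.0183). The DEGs there were Oat (−0.93, FDR 0.00476, interaction −1.10, FDR 0.0257) and Glul (−0.66, FDR 0.0175). Control diet directions rest on genotype labels under which Thbs1 RNA was higher in TSP-1 null libraries. An exchange of labels on that diet only is excluded by mt-Tg and mt-Tr.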

We also mapped the fold change values of specific genes in the amino acid metabolism pathway (Fig 8) and PPARα pathway (Fig 9) as defined by WikiPathways to visualize the specific genes and their place in the pathway. In addition, we also identified fatty acid beta oxidation as a pathway similarly downregulated by CDAHFD in both genotype groups but the pathway was upregulated only in CDAHFD TSP-1 KO mice, suggesting that it is a pathway that is uniquely diet-induced in TSP-1 null mice. 

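For the fatty acid beta oxidation list, the median log2FC of libraries labelled TSP-1 null was taken relative to all genes. On the control diet, where Thbs1 RNA was higher under that label, it was −0.12 (camera FDR 0.0658, fry 0.0953, estimated correlation 0.703). On CDAHFD it was 0.20 (camera FDR 9.87e-09, fry 0.166, estimated correlation 0.211). On CDAHFD 22 of the 24 genes were higher, though none was a DEG, also when adjusted over the list alone. 5 had an unadjusted limma p under 0.05, against 11 on the control diet, where there were no DEGs either. Without HFWT library 1 the CDAHFD value was 0.087. The control diet value passed the threshold under 4 alternatives, with the lowest FDR without a filter on low values (−0.18, FDR 0.00344, over the alternatives 0.00344 to 0.197), and without NDWT library 3 (FDR 0.0251), NDKO library 2 (0.0267) or 3 (0.00961) or HFWT library 1 (0.0205). The difference between the diets, tested after the values were seen, was 0.34 (camera FDR 5.36e-08, fry 0.103, estimated correlation 0.421).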

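In libraries labelled TSP-1 null the cell cycle and RB list had a median log2FC relative to all genes of −0.28 on the control diet (11 lower DEGs, 13 adjusted over the list alone, camera FDR 2.01e-05, fry 0.00194, estimated correlation 0.322). Thbs1 RNA was higher under that label there. On CDAHFD the relative median was −0.03 (camera FDR 0.650, fry 0.166, estimated correlation 0.902, 0.015 under quantile normalization), and the 1 DEG was Pcna (ENSMUSG00000027342.8, GRCm38 chromosome 2, 132249162 to 132253314), which lies near Thbs1 and shares sequence with a copy (log2FC −0.89, FDR 4.71e-07). On the control diet Pcna also had the lowest FDR of the list (log2FC −0.64, FDR 3.60e-05). Next were Mcm2 (log2FC −0.92), Cdc25a (−0.70), E2f1 (−0.72) and Plk4 (−0.74).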

In reverse, the Retinoblastoma (RB) cancer pathway was upregulated by CDAHFD but was repressed in wild type but not TSP-1 null mice suggesting that it was likely not a pathway that contributed to the anti-fibrotic effect.

**Table 4:** Summary of pathways of interest identified by WikiPathways.

**Comparison**	**Pathway**	**Direction**	**# of genes**	**-log P**
WT: CDAHFD/control	PPARα Pathway	Down	12	23.7
TSP-1 null: CDAHFD/control	PPARα Pathway	Down	8	14.3
Control diet: TSP-1 null/WT	PPARα Pathway	Up	7	6.4
CDAHFD: TSP-1 null/WT	PPARα Pathway	Up	5	7.5
**Comparison**	**Pathway**	**Direction**	**# of genes**	**-log P**
WT: CDAHFD/control	Amino acid metabolism	Down	17	16.7
TSP-1 null: CDAHFD/control	Amino acid metabolism	Down	19	24.8
Control diet: TSP-1 null/WT	Amino acid metabolism	Up	17	8.8
CDAHFD: TSP-1 null/WT	Amino acid metabolism	Up	12	12.2
**Comparison**	**Pathway**	**Direction**	**# of genes**	**-log P**
WT: CDAHFD/control	Fatty acid Beta Oxidation	Down	14	25.6
TSP-1 null: CDAHFD/control	Fatty acid Beta Oxidation	Down	8	12
Control diet: TSP-1 null/WT	Fatty acid Beta Oxidation	n/a	3	0.8
CDAHFD: TSP-1 null/WT	Fatty acid Beta Oxidation	Up	5	6.2
**Comparison**	**Pathway**	**Direction**	**# of genes**	**-log P**
WT: CDAHFD/control	Retinoblastoma (RB) in Cancer	Up	23	7.5
TSP-1 null: CDAHFD/control	Retinoblastoma (RB) in Cancer	Up	27	11.4
Control diet: TSP-1 null/WT	Retinoblastoma (RB) in Cancer	Down	19	11.5
CDAHFD: TSP-1 null/WT	Retinoblastoma (RB) in Cancer	n/a	2	0.6

**Fig 8:**
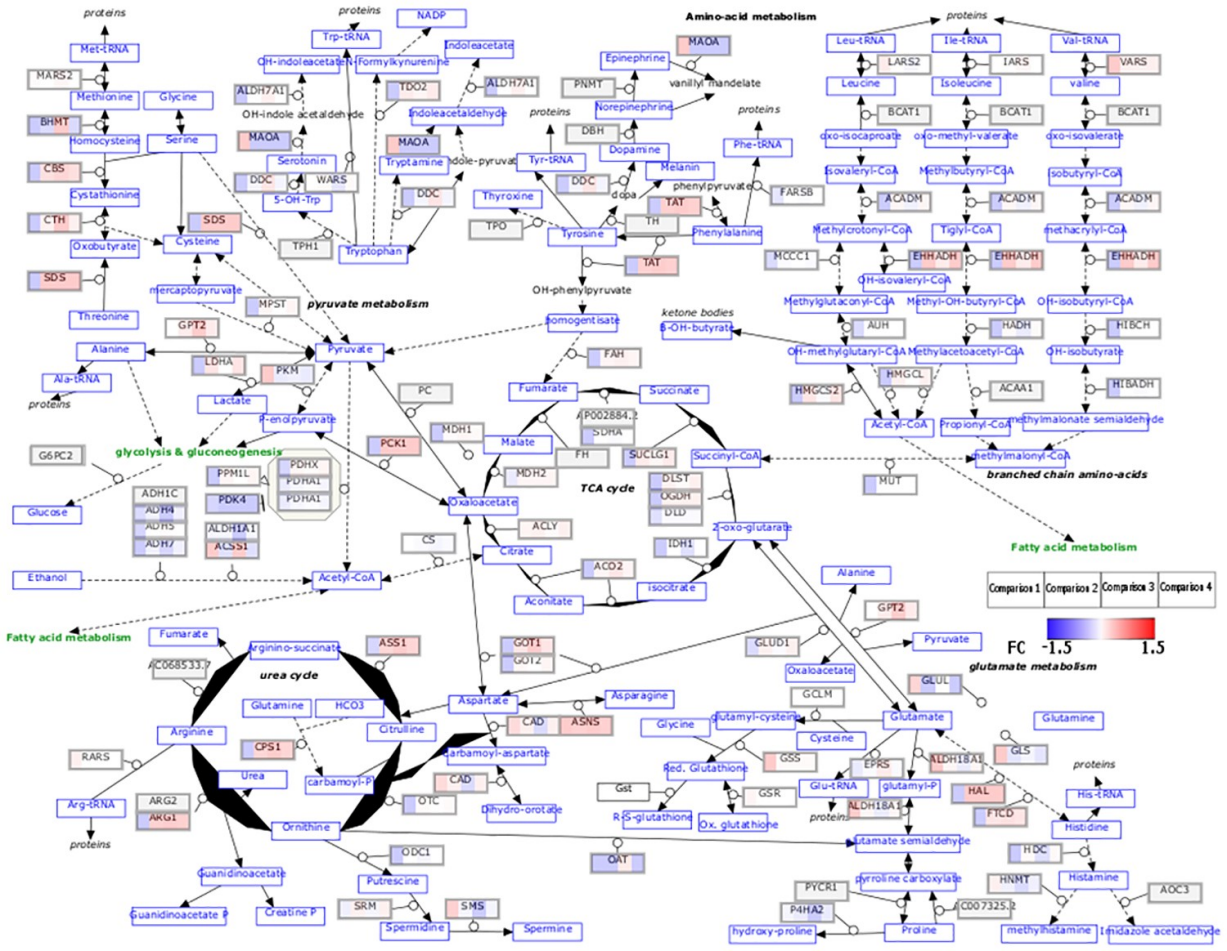
Visualization of log_2_FC values of genes identified in the four comparisons in amino acid metabolism pathway by WikiPathways. Comparison 1 is WT: CDAHFD/control. Comparison 2 is TSP-1 null: CDAHFD/control. Comparison 3 is control diet: TSP-1 null/WT. Comparison 4 is CDAHFD: TSP-1 null/WT.

**Fig 9:**
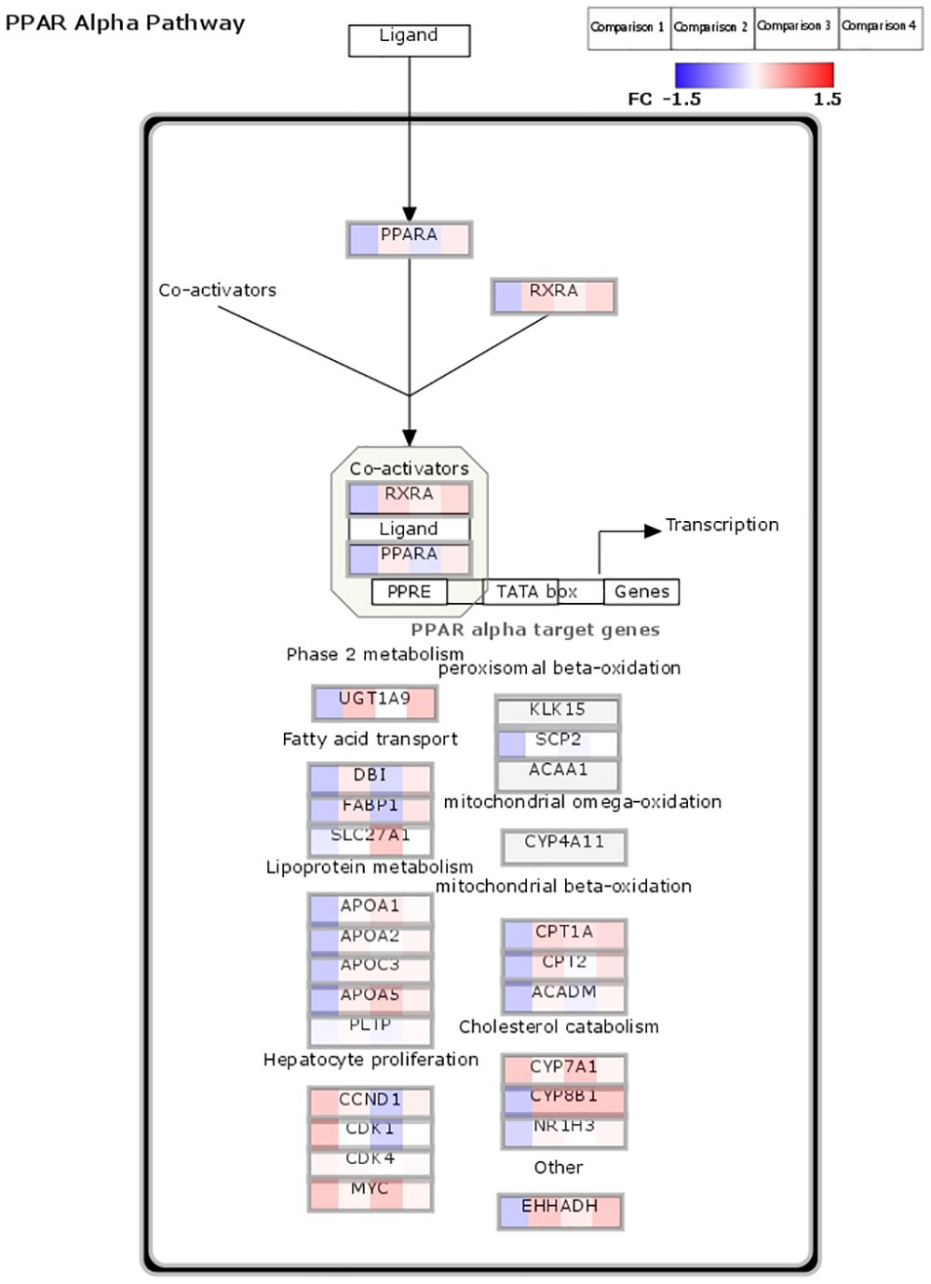
Visualization of log_2_FC values of genes identified in the four comparisons in PPARα pathway by WikiPathways. Comparison 1 is WT: CDAHFD/control. Comparison 2 is TSP-1 null: CDAHFD/control. Comparison 3 is control diet: TSP-1 null/WT. Comparison 4 is CDAHFD: TSP-1 null/WT. FC: fold change.

Here we describe the fibro-protective effect of TSP1 deficiency in an *in vivo* mouse model of NASH. We initially identified and validated TSP-1 as an anti-fibrotic target of interest by assessing the attenuation of *in vitro* primary human hepatic stellate cell activation by knockdown or pharmacological inhibition (Fig 2). To assess the impact of TSP1 deficiency in context of NASH, we chose CDAHFD model in mice. We observed CDAHFD fed TSP1 knockout mice to have numerous attenuated NASH symptoms, such as decreased serum lipid levels and markers of inflammation (Fig 4). Importantly, we also observed that TSP-1 knockout mice had attenuated hepatic fibrosis by histological measurement (Fig 5). We found that the mRNA level of Collagen I and III, the most abundant type of collagen in fibrotic ECM deposits, not to differ between TSP-1 knockout and WT mice, which may be due to the kinetic difference in mRNA and protein changes in the 12-week study and/or enhanced collagen turnover (Fig 5). A longitudinal study that collects samples for mRNA and protein expression analysis at different time points (e.g. 0, 1, 4, 8, 12 weeks) during the study will be necessary to further characterize the discrepancy found in our study.

Characterization and comparison of transcriptomic profiles of mice by genotype and diet revealed PPARα pathway (Fig 6) and mitochondrial dysfunction, specifically in amino acid metabolism and fatty acid beta oxidation (Fig 7), as pathways and mechanisms that were differentially modulated in TSP-1 knockout mice that may have provided protection against hepatic fibrosis in the CDAHFD model of NASH in mice. Physiological observations such as decreased serum lipid levels and increased serum GLDH levels in TSP-1 knockout mice also supported modulation of these pathways. Our results suggest TSP-1 may be an attractive target in treatment of non-alcoholic steatohepatitis.

We observed a modest attenuation of recombinant TGF-β1 mediated primary human hepatic stellate cell activation *in vitro* by TSP-1 knockdown or by pharmacological inhibition of TSP-1. The modest attenuation may be due to the mechanism by which TSP-1 modulates TGF-β1 mediated HSC activation. TSP-1 activates endogenously released latent TGF- β1 whereas recombinant TGF- β1 does not requires activation. To determine the impact of TSP-1 in TGF- β1 activated HSCs, we utilized recombinant TGF-β1 at EC50 concentration to activate HSC and to initiate the release of endogenous TGF-β1. However, the existence of recombinant active TGF- β1 may have partially masked the magnitude of TSP-1 knockdown/inhibition on the attenuation of activation markers.

TSP-1 has been identified as an important regulator in numerous fibrotic diseases induced by metabolic stress, such as type II diabetes induced diabetic nephropathy and cardiomyopathy. Our study, in reporting TSP-1 deficiency as hepato-protective in a model of non-alcoholic steatohepatitis in mice, further implicates the role of TSP-1 as an important regulator in fibrosis and metabolic dysregulation. Our study observed that WT mice fed CDAHFD exhibit many symptoms of NASH including increase in liver weight, liver enzyme levels, steatosis and fibrosis, consistent with previously reported results of CDAHFD in mice [29]. TSP-1 knockout mice also presented with similar NASH-like symptoms, however with statistically significant attenuation such as decreased serum lipid levels, markers of inflammation (p = 0.02 for Tnf mRNA, p = 0.01 for Tgfb1 mRNA) and fibrosis (p<0.0001, percent area PSR). Serum liver enzyme AST and ALT were not different between TSP-1 knockout and WT mice; however, serum liver enzyme levels do not correlate to histological findings in clinical setting and are unhelpful in diagnosis of NAFLD and in determining the severity of the disease [32]. TSP-1 knockout mice fed CDAHFD also had increased GLDH levels, indicating perturbation in liver mitochondrial dysfunction with TSP-1 deficiency. TSP-1 knockout animals also had significantly lower serum total, LDL and HDL cholesterol level when compared to WT in both control diet and CDAHFD. However, we also observed that CDAHFD fed animals had lower serum lipids than those fed control diet, which seems contraindicative of a high fat diet. This is likely due to choline and methionine deficiency in the diet that impaired the release of VLDL from the liver to induce increased steatosis in the liver. Lastly, there was no significant difference observed between TSP-1 knockout and wild type mice in both diet groups in triglyceride levels suggesting that hepatic fatty acid uptake is not impacted by TSP-1 deficiency.

Our study corroborates with a recent study examining the impact of TSP-1 in a model of obesity. TSP-1 null mice had significantly attenuated mRNA expression of inflammation markers TNF-α and TGF-β1 in adipose tissue from obese mice on high fat diet [23], similar to our observation in the liver. Overexpression of TNF-α in adipose tissues correlates with insulin resistance in animal models, and insulin resistance correlates with onset of NAFLD/NASH. Furthermore, Kong *et al*. also reported attenuated weight gain and serum cholesterol levels in TSP-1 null mice [23], similar to our report. However, Kong *et al*. observed increased triglyceride levels in high fat diet fed TSP-1 null mice whereas in our study did not. This difference is likely due to the impact of choline deficiency and limited methionine in the CDAHFD diet. Similarly, Machado et al. observed decreased triglyceride levels in mice fed choline and methionine deficient diet in comparison to control chow and high-fat Western diet [33]. PCA analysis of our RNAseq data also demonstrated that diet is the greatest driving factor of variance in gene expression, highlighting the overwhelming impact of CDAHFD over genotype in our current study (Fig 5). 

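In the RNA-seq values the first component separated all CDAHFD libraries from all control diet libraries in WT and in TSP-1 null mice (two-sided exact permutation p = 0.00794 in each, the smallest possible with 5 against 5 mice, adjusted 0.0317). Between diets the squared distance of the group means over the tested genes was 21240 log2 units squared in WT (20437 to 22221 with any 1 library left out) and 18781 in TSP-1 null mice (17648 to 19413).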

The purpose for high fat content in CDAHFD is not to drive disease onset and progression; instead, its purpose in mainly to avoid the massive weight loss associated with choline and methionine deficient diet while maintaining the onset of severe liver fibrosis [29] whereas in high fat diet similar to Kong *et al*., high fat content of the diet is the driving factor of obesity onset and progression. Furthermore, mice fed on high fat diet do not develop liver fibrosis, whereas CDAHFD models NASH with robust induction of severe hepatic fibrosis, which may also impact triglyceride uptake in liver and therefore level in circulation.

We observed that TSP-1 KO mice exhibited dramatically decreased hepatic fibrosis *in vivo*; however, we observed modest attenuation of fibrotic markers in TSP-1 knockdown/inhibition in TGF-β1 mediated HSC activation *in vitro*. The difference between *in vivo* and *in vitro* results may be due to additional systemic impact of TSP-1 deficiency in fibrotic pathways, in addition to its role in TGF-β1 activation, such as activation of PPARα pathway. The *in vitro* model system utilizing HSCs did not capture possible cross talks that may exist between different cell types with HSCs, such as hepatocytes and Kupffer cells. Furthremore, surrounding adipose tissues and the gut, can influence and modulate metabolic and inflammatory signals to the liver to influence hepatic fibrosis. Additional experiments to explore the impact of PPARα agonism in TGF-β1 mediated HSC activation *in vitro* and further investigation into cell type- and/or liver- specific TSP-1 KO *in vivo* may elucidate insights into the discrepancy observed between *in vitro* and *in vivo* results.

Our transcriptomic analysis of CDAHFD fed TSP-1 knockout mice also indicated modulation of the amino acid metabolism pathway. Liver is the site of synthesis and catabolism of protein and amino acid where the mitochondria play a key role via the tricarboxylic acid (TCA) cycle, ATP synthesis and mitochondrial respiration [34]. Increased amino acid concentrations have been associated with increased risk of metabolic diseases such as type 2 diabetes and NAFLD [35]. Plasma free amino acid profiles have also been correlated with progression of fatty liver diseases with NASH patients exhibiting highest values [36]. Significant decrease in genes associated with branched chain amino acid catabolism and fatty acid beta oxidation has been observed in NAFLD patients [37] which correlates with our data comparing CDAHFD fed mice with control diet fed mice that also showed downregulation of fatty acid beta oxidation and amino acid metabolism. Therefore, dysregulated amino acid metabolism is associated with development of NAFLD/NASH. However, the exact mechanism behind how dysregulated amino acid metabolism contributes to NAFLD is not well defined.

Interestingly, Soto-Pantoja *et al*. also recently reported differentially regulated elements of mitochondrial dysfunction in TSP-1 knockout mice. Amino acid and lipid metabolism as well as and ketone body formation were identified by global metabolic profiling study that examined the impact of TSP-1 deficiency combined with high fat diet [38]. Specifically, in TSP-1 deficient liver, ketogenic amino acid and lipid metabolism changes associated with dysregulated TCA cycle were observed, suggesting mitochondrial dysfunction in TSP-1 knockout mice [38]. Similarly, we also observed an increase in serum glutamate dehydrogenase (GLDH) in TSP-1 knockout animals fed CDAHFD. GLDH is an enzyme important in amino acid oxidation and urea production pathway. [39]. McGill *et al*. recently proposed GLDH as a biomarker of liver mitochondrial dysfunction as increased GLDH serum concentration was observed in mice with hepatic injuries [40, 41]. Our study indicated an increase in GLDH in TSP-1 knockout mice fed CDAHFD, also suggesting a possible increased mitochondrial dysfunction with TSP-1 deficiency. However, our transcriptomic data suggests upregulation of amino acid metabolism and fatty acid beta oxidation in TSP-1 deficient mice which suggests improved mitochondrial function. A key difference to note between our study and Soto-Pantoja *et al*. is that their study examined impact of high fat diet on TSP-1 deficiency in Apc ^*min/+*^ mice, whereas our study examined the impact of choline deficient, limited methionine and high fat diet driven model of hepatic fibrosis with TSP-1 deficiency in C57BL/6J background. The differences in genotypes and disease model may lead to different activation of various pathways modulated by TSP-1. Because mitochondrial dysfunction may be manifested in numerous ways, it is also possible that TSP-1 deficiency may improve one facet such as amino acid metabolism while worsening another such as ketogenesis. Based on our data and the data from Soto-Pantoja *et al*., TSP-1 modulation clearly impacts mitochondrial function in the context of metabolic stress. However, further investigations are necessary to elucidate mechanisms and physiological meaning underlying the relationship between TSP-1, amino acid metabolism, and mitochondrial dysfunction in NAFLD.

Our study suggests that TSP-1 plays an important role in NAFLD/NASH by modulation of PPARα pathway. PPARα has recently been identified as a target of interest and a new potential therapeutic area for NAFLD/NASH. Activation of PPARα in combination with PPARβ/δ improves steatosis, inflammation and fibrosis in a preclinical model of non-alcoholic fatty liver disease [42]. Fibrates are a class of PPAR agonists that are approved for treating various dyslipidemias such as hypercholesterolemia by reducing very low density lipoproteins (VLDL) production in the liver. Fenofibrate treatment of patients with NAFLD resulted in reduction of elevated ALT, AST and γGT plasma levels and hepatocellular ballooning in some patients; however, steatosis, inflammation and fibrosis were not significantly changed [43]. Treatment of NASH patients with another fibrate, gemfibrozil, also lowered ALT, AST and γGT [44]; however, in contrast, clofibrate, another PPAR agonist, did not improve ALT, AST, γGT or histological assessment of steatosis inflammation and fibrosis [45]. Another PPARα and PPARγ agonist compound, pioglitazone, was found to improve NAFLD in diabetic and non-diabetic patients [46, 47]. The differences observed in outcomes with various PPAR agonists may be due to differences in their selectivity for PPAR receptor subtypes. Further investigations into the mechanism of PPARα activation, possibly via TSP-1 modulation, in NASH-induced liver fibrosis may be beneficial in the development of novel therapies for NASH.

We also observed modulation of mitochondrial function in TSP-1 knockout mice. Mitochondrial dysfunction as a target has also been recently explored as a treatment strategy for NASH. Mitochondrial oxidative metabolism and hepatic inflammation were observed to be closely linked [48]. Furthermore, targeting mitochondrial function in animal studies has shown reduction in hepatic steatosis, necrosis, inflammation and fibrotic progression in NASH [48, 49]. However, whether these studies are directly translatable to human disease has not yet been explored.

## Conclusions

In summary, our study demonstrates that TSP-1 plays a role in NAFLD/NASH and modulates PPARα pathway and amino acid metabolism *in vivo*, as well as hepatic stellate cell activation *in vitro*. TSP-1 deficiency attenuated hepatic fibrosis and other NAFLD symptoms such as serum lipid levels and inflammation markers. Furthermore, TSP-1 deficiency mediated modulation of PPARα pathway in CDAHFD induced hepatic fibrosis were observed in both physiological and transcriptomic data. Although amino acid metabolism was identified in transcriptomic analysis, the exact role of its modulation and impact on NAFLD/fibrosis must be investigated further. In combination with corroborative findings by other studies examining the role of TSP-1 and metabolic dysfunction mediated fibrosis [18, 19, 23–25], our study suggests that TSP-1 may be an attractive target for NASH-induced hepatic fibrosis.

## Supporting information

S1 Fig Raw images of Fig 2A and 2B. (PDF) Click here for additional data file.

# Supplementary material for: Thrombospondin-I is a critical modulator in non-alcoholic steatohepatitis (NASH)
**Source:** PLoS One. 2019 Dec 31;14(12):e0226854. doi: 10.1371/journal.pone.0226854
**Supplement:** S1 Fig

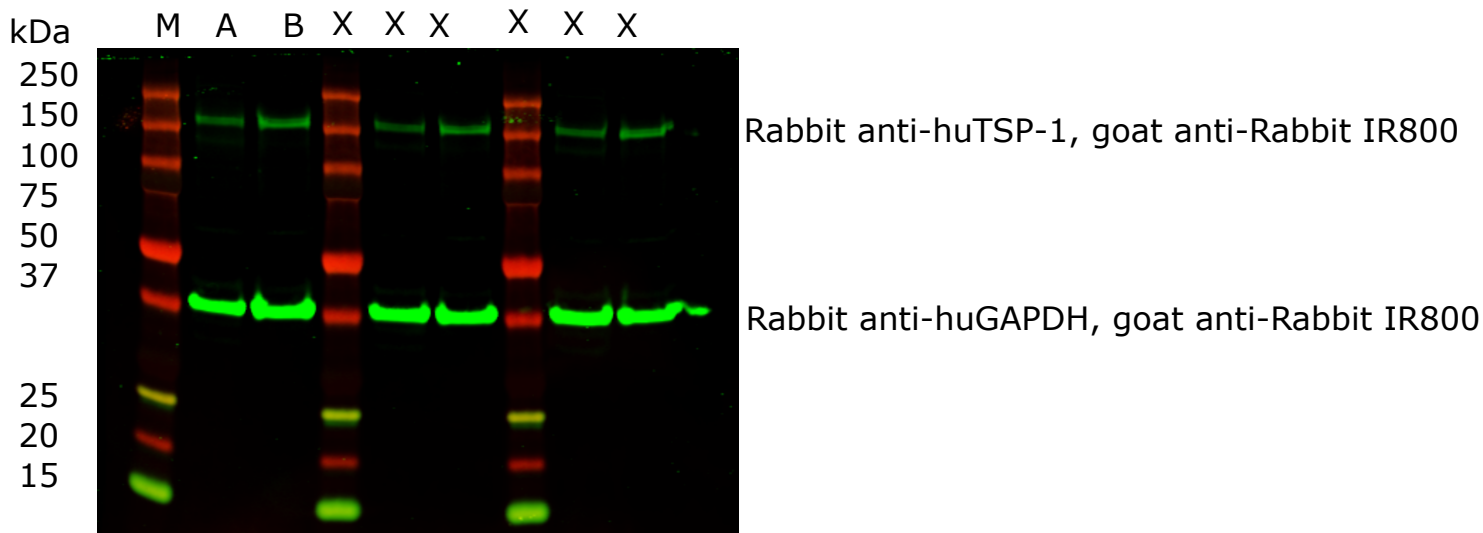

Raw western blot image of figure 2A.

Lane M is Biorad Precision Plus Protein Dual color standard

Lane A is vehicle treated human hepatic stellate cells

Lane B is human hepatic stellate cells treated with TGFb1

Image was acquired using Li-Cor Odyssey CLx system and Image Studio software.

Both 800 and 700 channel laser source was used to visualize the bands (green and red).

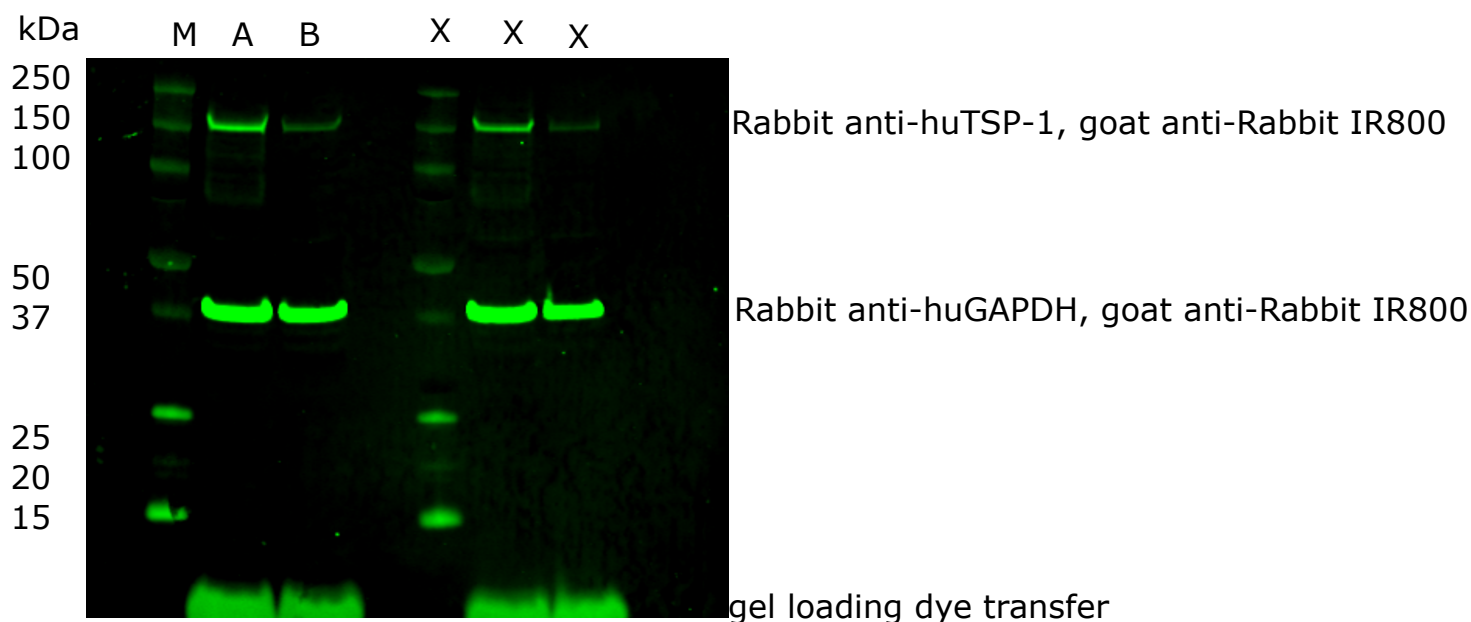

Raw western blot image of figure 2B.

Lane M is Biorad Precision Plus Protein Dual color standard

Lane A is TGFb1 activated human hepatic stellate cells transduced with Adeno-control shRNA

Lane B is TGFb1 activated human hepatic stellate cells transduced with Adeno-shTSP-1

Image was acquired using Li-Cor Odyssey CLx system and Image Studio software.

Channel 800 laser source was used to visualize the bands(green).

How the deposited data were processed for this re-analysis (not part of the article)

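RNA was measured in the livers of 20 male mice, 5 per group, after 12 weeks on control diet or CDAHFD: control diet WT (NDWT), control diet TSP-1 null (NDKO), CDAHFD WT (HFWT) and CDAHFD TSP-1 null (HFKO). The groups follow the sample labels. The series description gives the right medial lobe and the paper the right lateral lobe. The authors sequenced poly(A) RNA on an Illumina HiSeq instrument and processed the reads with QuickRNASeq. The deposited table holds FPKM to 3 decimals for 38924 genes, without further normalization between libraries. FPKM multiplied by gene length in kb summed to 999999.71 to 1000000.2 in each library, so values are shares of the fragments assigned to genes. The table gives coordinates on GRCm38: of 37607 gene identifiers found in GENCODE M21, 99.8% overlapped the gene there.

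Fragments per gene were recovered from FPKM, gene length and the library total that makes the values whole. 99.99% of the checked values came out whole in the lowest library, and 99.9% of positive values could be checked. Libraries held 15641545 to 23276322 fragments (median 18950482.5). On a gene of 1 kb, 3 fragments correspond to 0.129 to 0.192 FPKM, and a group with at most 3 fragments in every library was treated as lying at the floor: its fold changes are given as bounds or not at all. These floors cover counting error only. The libraries carry no molecular identifiers, so duplicate molecules could not be removed. No 2 libraries were copies of each other: over the 40 pairs within groups the chi-square per degree of freedom was at least 13.0.

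DEGs were called with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend, all 20 libraries in 1 fit with a mean per group) on log2(FPKM + 0.1), for the 14524 genes with FPKM above 0.5 in at least 5 libraries. A DEG has a two-sided Benjamini-Hochberg FDR under 0.05 within its comparison and an absolute log2FC above 0.58, as in the paper. The 4 comparisons were CDAHFD against control in WT and in TSP-1 null mice, and TSP-1 null against WT on each diet. The interaction is the genotype effect on CDAHFD less that on the control diet. Principal components came from prcomp on all genes that varied, and group scores were compared with two-sided exact permutation tests over 252 arrangements, where the smallest possible p is 0.00794. Distances between group means are squared distances, corrected for within-group spread, and distance ratios are ratios of these squared values. Gene lists were tested with camera (preset inter-gene correlation 0.01), with fry and with an estimated correlation, adjusted by Benjamini-Hochberg over lists and comparisons, and with one-sided Fisher's exact tests of the DEGs against all tested genes. The interaction of the lists was added after the values were seen and adjusted over 26 lists. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. DESeq2 and edgeR were not used, since the deposited values are not raw counts.

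Of 28 gene lists, those for the PPARα pathway and amino acid metabolism hold every gene drawn in Figs 9 and 8, which the study chose on these libraries. A list of genes named in the paper and one of its qRT-PCR genes hold what the paper names. The other lists were written from general knowledge before the data were examined, as were the tests, filters, thresholds and alternatives unless stated: fatty acid beta oxidation, cell cycle and RB, cholesterol biosynthesis, extracellular matrix, toll-like receptor signaling, complement and coagulation, urea cycle, heat shock and unfolded protein, mouse PPARα targets, ATF4 targets, fasting-induced genes, clock genes of the night and of the morning phase, sex and substrain checks, pancreatic acinar genes and markers of hepatocytes, stellate cells, macrophages, T and B cells, neutrophils, endothelium, cholangiocytes and erythroid cells. WikiPathways membership was not used here. A list of immediate early genes was added after the results were seen. Single genes are named by a rule: the genes the paper names; for each comparison the 5 DEGs that rose most and the 5 that fell most among those whose groups do not overlap (for the interaction, without overlap in at least 1 genotype comparison); DEGs of a list, at most the 6 with the lowest FDR; the sex and substrain checks; and at most 15 genes shared by both genotype comparisons, by mean absolute log2FC. Other names were chosen after their values were seen: Sord, Chp1, Pdk4, Fgf21, Eif3j1, Gm10222, mt-Nd4l, Gm28438, mt-Ti, mt-Tm, mt-Ty, Cyp4a12b, Rn7sk, Rpph1, Gm26924, Gm23935, Ehhadh and Cpt1a. Of the interaction genes the rule selects, 1 is not reported here.

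Each result was recomputed with pseudocounts of 0.01 and 1, with FPKM above 0.5 in at least 1 sample, above 1 in at least 5 samples, a mean above 0.5 or no filter, with median of ratios scaling, quantile normalization, no fold change threshold, only the 2 groups compared, eBayes without trend, robust eBayes, a replicate block and each mouse left out. Principal components were also computed without scaling and with the filter. Added after seeing the data were limma-voom on the recovered fragments, removal of each library's trend with GC content and length (loess span 0.3), thinning to the smallest library, and leaving out chromosomes 2 and M. Chance was assessed by repeating the calls on 100 drawn splits, from the 126 splits of 10 mice or the 15876 pairs of splits. The code was tested on simulated fragments with 200 changed genes: at the thresholds used, 11% of genes changed 1.5-fold, 87.5% of those changed 2-fold and 99% of those changed 4-fold were recovered, with 0, 4 and 10 false calls. Of 100 unchanged simulated lists 2 had a camera p under 0.05, and 5 of 5 changed lists were found. Each gene was simulated independently of the others with a dispersion of 0.04, so these lists cannot test the preset correlation. Histology, serum chemistry, qRT-PCR and protein measurements of the paper were left out, as the deposited data hold none of them. The reads themselves were not used here.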

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

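The tests of the splits of each comparison, of genes near Thbs1 (the 30 Mb window was chosen afterwards), of the time of day, of the feeding state on the control diet and of the hepatocyte share under the diet were set before their results were seen. The DEG calls, the interaction of single genes and the tests of lists written beforehand follow the settings made before the data were examined. The other tests in this part were chosen afterwards.

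In 5 of the 60 groups tested, 1 library stood apart from the other 4 by more than Dixon's critical value, where 3 are expected by chance. In HFWT library 5, 5.55% of the fragments lay on the repeat-derived transcripts Gm26924 and Gm23935, against 0.682 ± 0.110% in the other HFWT libraries. Rn7sk, which has no poly(A) tail, was 6.91 times its highest level in any other library there (58.8 against 8.51 CPM), and Rpph1 was also highest (48.7 against 4.21 CPM). This is consistent with RNA without a poly(A) tail being removed less completely in that library, an explanation that may suffice. No biological explanation was tested. Without this library the WT diet comparison had 7204 DEGs, against 7083 with it.

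Thbs1 was 4.40 FPKM in HFKO library 5, Tgfb1 14.5 in HFWT library 5, Gapdh 387 in HFKO library 1 and Cd47 20.3 in HFKO library 5. After median of ratios scaling the gap ratio fell under the critical value of 0.71 for Thbs1 (0.604), Gapdh (0.318) and Cd47 (0.372), so the scaling of those libraries may account for them. With the repeat-derived transcripts left out, which do not stand apart in those libraries, it was 0.790, 0.770 and 0.644. For Tgfb1 the ratio was 0.722 after median of ratios scaling and 0.701 with the repeat-derived transcripts left out, on either side of the critical value, so scaling is left open.

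The genotype effect differed between the diets, by the limma interaction, for the named genes that follow. Thbs1 had an FDR of 0.0023 (log2FC −2.66). An exchange of genotype labels within a diet could explain higher Thbs1 in control diet libraries labelled TSP-1 null. All 10 of 10 libraries labelled TSP-1 null on both diets held 0 fragments on mt-Tg and mt-Tr. Those labelled WT held 7 to 32 on the control diet and 9 to 18 on CDAHFD. An exchange on the control diet only is thereby excluded. Labels exchanged on both diets would split these genes in the same way, so that is not excluded. The table lists 0 genes overlapping Thbs1, so reads of an overlapping gene are excluded as well. Transcription from a disrupted allele may remain, which values per gene cannot show, so the pattern is left open.

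Hspa1b had an interaction FDR of 0.0101 and a log2FC of 3.27, and Hspa1a, with which it shares 1873 sequences of 31 bases, an FDR of 0.0303 and 2.99. Gm15611 (FDR 0.0288, log2FC 2.94) had 67.4 ± 17.6, 26.6 ± 14.0, 10.3 ± 6.38 and 23.5 ± 3.84 FPKM in NDWT, NDKO, HFWT and HFKO. E030018B13Rik (FDR 0.0146) had a log2FC of −3.05. Mt2 (FDR 0.0496, log2FC −2.93) rose in NDKO to 148 ± 121 FPKM from 14.5 ± 6.02, and passed or failed with single mice. Gm11223 (FDR 0.0301) was at least 1.93-fold lower in NDKO than in NDWT and Gm11672 (FDR 0.0301) at least 1.96-fold higher, on 3 to 8 and 3 to 9 fragments in the higher group. Snord49b (FDR 0.0303) held at most 3 fragments in every library, so no fold is given. Of the drawn pairs of splits of the mice within each diet, 2 of 100, the real one included, gave as many as the 94 interaction genes, and 1 gave 710, so chance is an unlikely cause of the number but may act on single genes. No biological cause was tested for these genes.

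The paper does not discuss several of the largest differences between libraries labelled TSP-1 null and WT. Gm3650 was at least 11.9-fold higher on the control diet and Eif3j2 had a log2FC of 3.71, while Eif3j1, which lies near Thbs1 and shares 2207 sequences of 31 bases with Eif3j2, was lower (27.6 ± 3.19 against 54.9 ± 5.17 CPM). Summed over the copies the log2 ratio was −0.22 on the control diet (two-sided exact permutation p = 0.0714) and −0.41 on CDAHFD (exact p = 0.00794). Pcna-ps2 had a log2FC of 3.39. It is 99.2% identical to Pcna over 781 bases, and the sum of both had a log2 ratio of −0.42 on the control diet and −0.67 on CDAHFD (exact p = 0.00794 in each). Strain variants near Thbs1 that only move reads from a gene to its copy would leave the sums unchanged, so they are excluded as the whole cause for both families. They may act in part, with further reads lost or with lower expression of Eif3j1 and Pcna, which was not tested further. Gm3650 shares 574 such sequences with Eif3j1, on the opposite strand. Eif3j1 was named after its values were seen.

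On the mitochondrial genome mt-Tg was at least 4.28-fold and mt-Tr at least 3.36-fold lower on the control diet, and mt-Nd3, which lies between them, had a log2FC of −2.56 (30.5 ± 6.58 FPKM in NDWT, 5.16 ± 1.46 in NDKO, 21.4 ± 6.35 in HFWT, 3.81 ± 0.813 in HFKO). Lower mitochondrial transcription is excluded as the whole cause: the other 12 protein-coding genes had a median log2FC of −0.060 (−0.51 to 0.21), and none was a DEG. Of the other 16 tRNA and rRNA genes, however, all 16 were lower there (median log2FC −0.63, −3.18 to −0.19), with mt-Ti, mt-Tm and mt-Ty as DEGs, and 13 were lower on CDAHFD (median −0.31, −1.21 to 0.99), where none of the 16 was a DEG and 0 had an unadjusted p under 0.05. Why these were lower is left open. Gm10222 was higher in these libraries (log2FC 1.13) and is identical to mt-Nd4l over 294 of 294 bases, but it shares 0 sequences of 31 bases with mt-Tg, mt-Nd3 and mt-Tr, so a mitochondrial variant of the strain that moves their reads to Gm10222 is excluded. Of 55304 annotated genes outside the mitochondrial genome, 1 shares such sequences with mt-Nd3 (Gm28438, not analysed here) and 0 with mt-Tg or mt-Tr. A variant that keeps reads from being assigned was not tested, and the pattern is left open.

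Heat shock and unfolded protein genes were lower in control diet libraries labelled TSP-1 null (median relative to all genes −0.83). Longer handling of the tissue in 1 group might cause this. The 19 immediate early genes had a relative median of 0.12, with 10 higher and 9 lower. Among them 1 was a higher DEG and 3 were lower DEGs, which leaves this open. Fasting-induced genes were higher on the control diet (relative median 0.72, 12 of 17 genes, 0.48 without NDWT library 5, camera FDR 1.03e-05, fry 0.00743, estimated correlation 0.146), with 7 DEGs (8 adjusted over the list alone), among them Igfbp1 (log2FC 1.98). They were also higher on CDAHFD (relative median 0.45, 15 of 17 genes, camera FDR 1.08e-10, fry 0.0151, estimated correlation 0.0384), with 1 DEG (3 adjusted over the list alone). Both are consistent with a difference in feeding state at collection between the labelled genotypes on either diet, and a lasting effect of the genotype on these genes was not tested. Pdk4 (log2FC −1.18 and −0.80) and Fgf21 (−0.47 and −0.39), named after their values were seen, went the other way. Fasting-induced genes less hepatocyte markers changed by 0.40 (two-sided exact permutation p = 0.0873) and 0.26 (exact p = 0.0635), so a larger share of hepatocyte RNA is not excluded. Genes of the night phase of the clock had a relative median of −0.35. Night less morning was −0.52 (two-sided exact permutation p = 0.0317) on the control diet and 0.53 (exact p = 0.151) on CDAHFD, so a different time of day could not be told apart from other causes. The heat shock and fasting differences may be technical, and no biological explanation is drawn.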

How the results depend on the processing

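The settings named in this part were set before the data were examined, except those in the paragraph on added settings. Where a setting changed a result the cause was not tested. Among 28 main results, 319 values under the settings other than leaving out a mouse comprised 289 that stayed within the limits, 6 weaker, 4 stronger and 20 that moved. 15 results changed. Among 148 single genes and other lists, 1683 of 1755 values stayed, 61 were weaker, 1 stronger and 10 reversed. With a mouse left out, 524 of 560 main values stayed, 4 were weaker, 4 stronger, 27 moved and 1 reversed, and of 2960 other values 2845 stayed, 103 were weaker and 12 reversed.

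With a pseudocount of 1 the control diet genotype DEGs were 393, the genes moved in opposite directions by diet and genotype 173, and the beta oxidation list on the control diet between genotypes passed its threshold (−0.14, FDR 0.0460). That list also passed with FPKM above 0.5 in at least 1 sample (−0.13, FDR 0.0339), without a filter (−0.18, FDR 0.00344) and in fits of only the 2 groups (−0.12, FDR 0.0222). Its FDR ranged from 0.00344 to 0.197. Without a filter there were 127 CDAHFD genotype DEGs and 54 interaction genes, the amino acid list between genotypes on CDAHFD fell short of the threshold (0.079, FDR 0.0706) and the ratio of genotype distances was 1.61. Fits of only the 2 groups gave 40 CDAHFD genotype DEGs.

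Median of ratios scaling gave a first component of 34.1% and a distance ratio of 2.48, and reversed Tnf between genotypes on CDAHFD (log2FC 0.014), Gapdh in TSP-1 null mice by diet (−0.51) and between genotypes on the control diet (0.062), and Glud1 by diet in WT (−0.51) and in TSP-1 null mice (−0.18). Quantile normalization gave 3751 DEGs shared by the diet comparisons, 32.4% and a ratio of 2.22. It left short of the threshold the PPARα list by diet in WT (−0.14, FDR 0.189) and in TSP-1 null mice (−0.20, FDR 0.500), the amino acid list by diet (−0.21 and −0.12, FDR 0.189 in both) and the amino acid list between genotypes on CDAHFD (0.058, FDR 0.136, over the alternatives 0.00223 to 0.136). It reversed the hepatocyte markers by diet in WT (−0.012) and in TSP-1 null mice (0.059), the heat shock list by diet in TSP-1 null mice (0.11), Tnf between genotypes on CDAHFD (0.052) and Gapdh by diet in WT (0.055). For the hepatocyte markers in WT the reversal lies in the direction given by camera.

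Without a fold change threshold there were 10406 DEGs by diet in TSP-1 null mice, 1899 and 163 genotype DEGs on the control diet and CDAHFD, 9152 shared by the diets' comparisons, 69 shared by the genotypes' comparisons and 1280 genes moved in opposite directions. The first component held 52.3% without scaling of the genes, 56.8% with FPKM above 0.5 in at least 5 samples and 40.6% with a pseudocount of 0.01, set against a spread of 0.284 over the values with a mouse left out (for the distance ratio 0.215).

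With the replicate number as a block the counts were 7097 and 6668 by diet, 677 and 61 by genotype, 86 for the interaction, 5665 and 33 shared and 343 opposite, and no main result changed. The numbers do not pair mice: libraries of the same number correlated with a mean r of 0.001 over 30 pairs (−0.133 to 0.081).

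Settings added after seeing the data changed 3 main results. With limma-voom there were 132 CDAHFD genotype DEGs. Without the GC and length trend there were 168 interaction genes, with Tgfb1 (−0.033) and Col1a1 (−0.0080) between genotypes on CDAHFD reversed. Without chromosomes 2 and M there were 45 CDAHFD genotype DEGs and 17 shared by the genotype comparisons. Of the 444 other values 431 stayed and 11 were weaker.

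Over the 20 fits that each left out 1 mouse, the DEGs ranged from 6781 to 7204 by diet in WT and 6386 to 6777 in TSP-1 null mice, and from 539 to 774 between genotypes on the control diet. On CDAHFD they ranged from 38 (without HFKO library 4) to 84, with 47, 45 and 47 without HFWT library 2, HFWT library 3 and HFKO library 1. Interaction genes ranged from 36 (without NDKO library 4) to 184 (without NDKO library 2). They also changed by over 1.5 times without NDWT library 3 (48), NDKO library 1 (52), HFWT library 3 (53) or 4 (57) and HFKO library 1 (44), 2 (42) or 4 (47). Shared DEGs ranged from 5460 to 5719 by diet and from 24 (without HFKO library 4) to 38 (without NDKO library 5) by genotype. Genes moved in opposite directions ranged from 274 to 417. The first component ranged from 40.8% to 41.9%, the exact permutation p of the second between genotypes on CDAHFD from 0.00794 to 0.0714 (without HFKO library 5, 0.0635 without library 3 or 4), and the distance ratio from 1.53 to 2.52.

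Between genotypes on the control diet the beta oxidation list ranged from −0.16 to −0.079, past the threshold without NDWT library 3 (FDR 0.0251), NDKO library 2 (0.0267) or 3 (0.00961) or HFWT library 1 (0.0205), and with the value without NDKO library 5 over 1.5 times smaller. On CDAHFD it ranged from 0.087 (without HFWT library 1) to 0.24, the amino acid list from 0.078 to 0.14 (without HFKO library 2 0.084, FDR 0.0840) and the cell cycle list from −0.13 (without HFKO library 5) to −0.0086, with the camera direction reversed without HFKO library 3 (−0.014). Among single genes with a reversal, the log2FC between genotypes on CDAHFD ranged from −0.11 to 0.092 for Tgfb1, −0.26 to 0.010 for Tnf and −0.061 to 0.27 for Col1a1. On the control diet it ranged from −0.35 to 0.062 for Col1a1 and −0.065 to 0.030 for Gapdh. By diet in TSP-1 null mice it ranged from −0.014 to 0.070 for Gapdh.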

Differences from the paper's values

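The comparisons with the paper's values follow the criteria set before the data were examined, and no alternative was chosen for its distance from the paper. In WT mice 6412 DEGs were higher on CDAHFD against the paper's 2894, and 671 lower against the paper's 1960. Of the 33 alternatives set before the data were examined, median of ratios scaling (3299 higher, 2242 lower) and quantile normalization (2738 higher, 2359 lower) fall within the paper's values by the criterion used, and the others do not. In TSP-1 null mice 6088 were higher against the paper's 2894 and 581 lower against the paper's 1631. The criterion is wide, as it counts 4324 against 2894 and 1117 against 1631 as within. Pseudocount 1 (4324), median of ratios scaling (3225) and quantile normalization (2690) fall within for the higher DEGs, and median of ratios scaling (1980), quantile normalization (1993) and no fold change threshold (1117) for the lower ones. The others do not.

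Between genotypes on the control diet 440 DEGs were lower against the paper's 251. Pseudocount 1 (234), fits of only the 2 groups (308), median of ratios scaling (329), quantile normalization (281) and leaving out NDWT library 3 (343) or 5 (364) or NDKO library 1 (350) fall within. The others do not. On CDAHFD 24 were higher against the paper's 43. Pseudocount 1 (31), no filter (38), median of ratios scaling (38), quantile normalization (56), no fold change threshold (37) and leaving out HFWT library 4 (31) fall within, and the others do not. There 48 were lower against the paper's 27. Fits of only the 2 groups (28), median of ratios scaling (27), quantile normalization (36), a replicate block (39) and leaving out HFWT library 1 (37), 2 (28) or 3 (33) or HFKO library 1 (31), 3 (36) or 4 (27) fall within, and the others do not.

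In the PPARα map 4 genes were higher DEGs in libraries labelled TSP-1 null on the control diet against the paper's 7, and 1 on CDAHFD against the paper's 5. In the amino acid map the counts were 9 against the paper's 17 and 0 against the paper's 12. On CDAHFD 5 genes of the PPARα map and 19 of the amino acid map had an unadjusted limma p under 0.05, in either direction. On the control diet 13 and 36 did. None of the 32 alternatives set before the data were examined closed these gaps. The maps were read gene by gene from Figs 9 and 8, and WikiPathways membership was not used here, so these lists and the paper's may differ.

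The paper lists amino acid metabolism as higher in TSP-1 null mice on both diets. Here the list had 9 higher and 5 lower DEGs on the control diet and 2 lower DEGs on CDAHFD. Its relative median was 0.01 on the control diet (camera FDR 0.209, fry 0.955). On CDAHFD it was 0.11, which passed camera (FDR 0.00717) but not fry (0.736). The paper gives beta oxidation as higher in TSP-1 null mice on CDAHFD. Here the list had a relative median of 0.20 there without a DEG, where 5 genes had an unadjusted p under 0.05. Its text has the RB pathway repressed in WT and not in TSP-1 null mice, while its Table 4 has it lower in TSP-1 null than in WT mice on the control diet. Here the list was lower in control diet libraries labelled TSP-1 null (−0.28). In Fig 9 the column for CDAHFD against control in TSP-1 null mice is coloured as higher for Cyp8b1, Ehhadh, Cpt1a and Ppara, of which Ehhadh and Cpt1a were picked after their values were seen. Here their log2FC was −2.09, −1.40, −0.46 and −0.65.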

Other observations

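The DEG calls and list tests in this part follow the settings made before the data were examined. The tests of genes near Thbs1 and of the hepatocyte share under the diet were set before their results were seen. So were the splits of the 4 comparisons. The 30 Mb window and the remaining tests were chosen afterwards.

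For each of the 4 comparisons, 1 of the 100 drawn splits of the same 10 mice, the real one, gave as many DEGs. The largest other split gave 4005, 3402, 185 and 48, and the median was 0. The same held for the DEGs shared by the genotype comparisons (1 of 100 pairs of splits) and by the diet comparisons (1 of 100), with 0 in any other. For the genes that diet and genotype moved in opposite directions 2 of 100 gave as many as 355, and the other gave 372. That count also depends on libraries shared by the comparisons. Chance is thus an unlikely cause of the DEG counts of the 4 comparisons. The median split gave 0 DEGs, so shared and opposite counts are low there by construction and add no separate evidence. Differences between cages or litters were not tested.

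Of the 36 genotype DEGs shared by both diets 15 lay on chromosome 2 (7.95% of the tested genes do, one-sided Fisher's exact test, p = 3.32e-08), as against 59 of the 657 found on the control diet only (exact p = 0.177) and 3 of the 36 on CDAHFD only (exact p = 0.554). All 15 lay within 30 Mb of Thbs1 (2.41% of the tested genes do), a window chosen after the positions were seen, as against 23 on the control diet only (exact p = 0.0470) and 2 on CDAHFD only (exact p = 0.215). This fits genes carried along with the knockout allele from another strain as a candidate explanation, so the shared differences may owe less to the loss of TSP-1 than to the flanking region. Of the 7083 DEGs by diet in WT 183 lay there (exact p = 0.100). Sord (622 ± 62.8 FPKM in NDWT, 259 ± 35.6 in NDKO) and Chp1 (163 ± 7.36 and 64.9 ± 5.29), named after their values were seen, are abundant examples.

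On CDAHFD most DEGs were higher (90.5% in WT). The 50 most abundant genes held 31.7 ± 1.12% of the fragments in NDWT, 33.6 ± 0.869% in NDKO, 23.9 ± 2.55% in HFWT and 26.1 ± 1.49% in HFKO (WT by diet, two-sided exact permutation p = 0.00794). With these genes left out of the library totals 84.8% of the WT DEGs were still higher (84.4% to 85.2% with any 1 mouse left out) and the median log2FC of all tested genes was 0.38 in place of 0.53, so their smaller share is excluded as the whole cause. Median of ratios scaling centres the changes near 0, so its more even split (59.5% higher) decides nothing, and a shift spread over more genes is left open.

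Metabolic lists fell on CDAHFD together with hepatocyte markers (relative median −0.91 in WT and −0.89 in TSP-1 null mice, −0.012 and 0.059 under quantile normalization). Less these markers, PPARα genes changed by 0.10 in WT and 0.15 in TSP-1 null mice (two-sided exact permutation p = 0.135 and 0.103). Amino acid genes fell less than the markers (0.34 and 0.25, exact p = 0.00794 in each). Beta oxidation genes fell more in WT (−0.38, exact p = 0.00794), but not detectably in TSP-1 null mice (−0.16, exact p = 0.0556). Stellate markers rose by 2.65 log2 units more than endothelial markers in WT (two-sided exact permutation p = 0.00794) and 2.30 in TSP-1 null mice. Markers of the other cells thus did not rise alike. An uneven gain of other cells, such as stellate and inflammatory cells, can also lower the share of hepatocyte RNA. A smaller share is therefore not excluded as the cause of the lower lists. Stellate markers had relative medians of 1.95 and 1.98, macrophage markers 1.91 and 1.75, T and B cell markers 1.48 and 0.79, neutrophil markers 2.32 and 2.29, cholangiocyte markers 3.68 and 3.18, endothelial markers −0.47 and −0.17 and erythroid markers −0.67 and −1.09. None of the 12 pancreatic acinar genes was high enough to be tested.

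In CDAHFD libraries labelled TSP-1 null the hepatocyte markers were higher by 0.26 relative to all genes (18 of 23, camera FDR 1.82e-09, fry 0.0173, estimated correlation 0.0384), while PPARα and beta oxidation genes less hepatocyte markers changed by 0.02 (two-sided exact permutation p = 0.794) and −0.03 (exact p = 0.730). Macrophage less endothelial markers changed by −0.31 (exact p = 0.135). A larger share of hepatocyte RNA in those livers could therefore not be told apart from a change in these pathways, and could be a biological effect of less disease. A list of mouse PPARα targets had relative medians of −1.49 and −0.96 by diet, −0.20 and 0.29 by genotype (0.18 without HFWT library 1 on CDAHFD, on the control diet −0.12 without NDKO library 5).

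Of the 693 control diet genotype DEGs 579 were still called after each library's trend with GC content and gene length was removed and 631 after thinning to the smallest library, so neither is likely to be the main cause. The changes correlated with GC content across genes (Spearman 0.251), and genes are not independent.

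The RNA-seq values give a second reading of genes the paper measured by qRT-PCR. The paper normalized its fold changes to Gapdh and to the control diet group of the same genotype. It thus compared responses to the diet, whereas the genotype values here are direct comparisons on each diet. The list of its 5 genes had relative medians of 2.20 and 2.72 by diet and −0.09 and 0.11 by genotype. Its interaction, a test added after the values were seen, was 0.17 (camera FDR 0.546). In the interaction none of the 5 genes was called or had an unadjusted p under 0.05. Between genotypes on CDAHFD none was a DEG and none had an unadjusted p under 0.05: Col1a1 was 53.1 ± 19.9 FPKM in HFWT and 55.2 ± 15.6 in HFKO (log2FC 0.08, FDR 0.914), Col3a1 72.6 ± 24.2 and 58.8 ± 14.9 (−0.28, FDR 0.512), Tnf 2.27 ± 0.616 and 2.11 ± 0.515 (−0.08, FDR 0.882) and Tgfb1 17.9 ± 1.94 and 18.3 ± 4.34 (0.01, FDR 0.976). On the control diet, where Thbs1 RNA was higher under the TSP-1 null label, Tnf had a log2FC of −0.56 (FDR 0.116). It rested on 4 to 10 fragments in NDWT and 2 to 6 in NDKO. A difference in Tnf or Tgfb1 of the size of their spread was not detectable here.

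Among the other genes the paper names, whose list had relative medians of 1.46 and 1.34 by diet and −0.14 and 0.01 by genotype, Cd36 was lower in control diet libraries labelled TSP-1 null (28.0 ± 11.7 FPKM in NDWT, 12.0 ± 5.54 in NDKO, log2FC −1.21, FDR 0.00619, CDAHFD −0.22, interaction FDR 0.218), as was Acta2 (−1.13, FDR 0.0155, CDAHFD −0.24, interaction FDR 0.315). These differences were not shown to depend on the diet. Cd47 had log2FC of −0.21 and −0.19 and Glud1 of −0.18 and 0.12. Genes of the Y chromosome were expressed in all groups and Xist held at most 28 fragments, as in males (relative medians −0.43 and −0.51 by diet, −0.07 and −0.13 by genotype). Nnt, a substrain check, was 11.1 ± 1.06, 10.3 ± 0.666, 12.3 ± 1.69 and 13.4 ± 0.341 FPKM in NDWT, NDKO, HFWT and HFKO. ATF4 targets had relative medians of 0.56 and 0.53 by diet and 0.04 and 0.09 by genotype. Fasting-induced genes had −1.10 and −1.33 by diet, night phase clock genes −0.47, 0.34 and 0.30, and morning phase genes −0.44 and −0.70 by diet and 0.27 and −0.19 by genotype. By genotype the markers had −0.07 and 0.24 for endothelium, −0.06 and −0.41 for cholangiocytes and 0.55 and 0.14 for erythroid cells on the control diet and CDAHFD.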
